# Single-cell transcriptomes reveal molecular specializations of neuronal cell types in the developing cerebellum

**DOI:** 10.1093/jmcb/mjy089

**Published:** 2019-01-25

**Authors:** Jian Peng, Ai-li Sheng, Qi Xiao, Libing Shen, Xiang-Chun Ju, Min Zhang, Si-Ting He, Chao Wu, Zhen-Ge Luo

## Abstract

The cerebellum is critical for controlling motor and non-motor functions via cerebellar circuit that is composed of defined cell types, which approximately account for more than half of neurons in mammals. The molecular mechanisms controlling developmental progression and maturation processes of various cerebellar cell types need systematic investigation. Here, we analyzed transcriptome profiles of 21119 single cells of the postnatal mouse cerebellum and identified eight main cell clusters. Functional annotation of differentially expressed genes revealed trajectory hierarchies of granule cells (GCs) at various states and implied roles of mitochondrion and ATPases in the maturation of Purkinje cells (PCs), the sole output cells of the cerebellar cortex. Furthermore, we analyzed gene expression patterns and co-expression networks of 28 ataxia risk genes, and found that most of them are related with biological process of mitochondrion and around half of them are enriched in PCs. Our results also suggested core transcription factors that are correlated with interneuron differentiation and characteristics for the expression of secretory proteins in glia cells, which may participate in neuronal modulation. Thus, this study presents a systematic landscape of cerebellar gene expression in defined cell types and a general gene expression framework for cerebellar development and dysfunction.

## Introduction

The cerebellum is known for its critical roles in motor coordination, posture balance, and motor learning (Glickstein et al., 2009; Caligiore et al., 2017; Lang et al., 2017). Recently, accumulating lines of evidence have suggested its roles in non-motor functions such as cognition and emotion (Koziol et al., 2014; Baumann et al., 2015). These diverse functions are thought to be encoded by cerebellar circuits that are composed of relatively few cell types distributed in the cerebellar cortex and cerebellar nuclei (Buckner, 2013), such as GABAergic Purkinje cells (PCs) with an elaborate dendritic arborization extending into the superficial molecular layer, glutamatergic excitatory granule cells (GCs) in the innermost granular layer, and several types of interneurons (Marzban et al., 2014; Lackey et al., 2018). Although microscopic anatomy and canonical microcircuit of the cerebellar cortex have been extensively studied, the molecular mechanisms governing cerebellar neuronal fate determination and maturation remain unclear.

The cerebellar cytostructure emerges during early embryonic stage from multiple germinal zones, mainly ventricular zone (VZ) of the forth ventricle wall and the rhombic lip (RL) (Hatten and Heintz, 1995), and migrate to distinct layers via tangential or radial migratory pathways. PCs, the output of cerebellar cortex, are derived from the VZ of mouse at E10-E13 (Wang and Zoghbi, 2001), followed by radial migration to form a plate of several cell layers and then a monolayer configuration after birth (Marzban et al., 2014). Then, PCs experience sequential cell shape changes, from a distinct bipolar morphology to a highly elaborated dendritic configuration that is flattened within the sagittal plane (Sotelo and Rossi, 2013). The cerebellar GCs, the most abundant neurons in the vertebrate brain, are derived from the RL in mice at E12.5-17.5, followed by tangentially migration to form the external germinal layer (EGL), a temporary population of proliferating cells. At birth, some granule precursors (GPs) in inner EGL exit the cell cycle and differentiate into mature GCs resulting in the gradual disappearance of the EGL. Subsequently, postmitotic GCs exhibit dynamic morphological changes with leading processes guiding the inward migration along the radial fibers of the Bergmann glia to populate at the internal granular layer (IGL) (Rakic, 1971; Adams et al., 2002), and this process becomes obvious at P5 and is completed by P20 (Altman and Bayer, 1997). At IGL, GCs project an ascending axon that bifurcates at the molecular layer to form the parallel fibers, which synapse with dendrites of PCs or interneurons (Komuro and Yacubova, 2003). The cerebellar interneurons, including stellate and basket cells in the molecular layer, candelabrum cells in the PC layer, and Golgi cells in the granular layer, are born postnatally from arguably diverse origins (Hoshino, 2006). Although many genes and signaling pathways have been shown to be involved in the development, fate determination, and migration of cerebellar neurons, many questions remain unclear. For example, how molecular cascades finely tune neurogenesis and migration of GCs, what genetic factors specify characteristic morphology of PCs, and which factors determine specific synaptic connections.

Cerebellar abnormality and dysfunction cause a number of neurological and neuropsychiatric symptoms, such as ataxia, tremor, autism spectrum disorder, and schizophrenia (Bastian, 2011; D'Angelo and Casali, 2012; Reeber et al., 2013). Understanding the cell-type specific expression of disease-related genes may help understand circuitry basis of these diseases and design specific interventions. High throughput single-cell RNA sequencing (scRNA-seq) allows for deeper understanding of molecular specification of various cell types in distinct brain regions of given species. Recently, several studies have presented transcriptional profiles of the developmental murine cerebellum (Carter et al., 2018; Gupta et al., 2018; Rosenberg et al., 2018). However, their analyses focused on the expression of transcription factors (TFs) associated with fate determination of GCs or glutamatergic lineages.

Here, we performed the droplet-based scRNA-seq to survey the cerebellar cell types and identified gene expression profiling of the murine cerebellum at postnatal days 0 and 8. We show temporally dynamic gene expression patterns correlated with states of various neuronal cell types, including GCs and GPs, developing PCs, as well as interneurons and glia cells. This analysis also led to identification of novel markers of various cerebellar cell types and suggested factors that might be involved in neuronal differentiation, morphogenesis, or neuro-glia interactions. Moreover, enriched expression of ataxia-related genes in PCs indicates cellular mechanisms of cerebellum-associated diseases.

## Results

### Cell types of the developing cerebellum

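Dissociated cerebellar cells were captured in droplets, where each cDNA molecule received the barcode of its cell and a unique molecular identifier (UMI), so that amplified copies of a molecule are counted once. There was 1 library of P0 and there were 2 of P8, here P8a (replicate 1) and P8b (replicate 2). The authors aligned the reads to the mouse genome with Cell Ranger at its default options and deposited the UMI counts per gene and barcode, without normalization or removal of outlying barcodes. The deposited counts cover 7468 barcodes of P0, 6088 of P8a and 8168 of P8b, and list only genes with UMIs in at least 3 barcodes of a library. They sum to 47836748 UMIs in P0, 57095379 in P8a and 61694290 in P8b. From these counts, cells were filtered by the number of genes, clustered within each library and named from marker genes chosen in advance, and the cells are called here by the names of the paper's cell types. Tests between cell types or ages were made on UMIs summed over the cells of each type in each library, because cells of 1 library are not independent replicates. Levels are given in CPM, the UMIs of a gene scaled to the same total of UMIs for every group of cells. As P0 has a single library, the spread between P0 libraries is not known, and every difference between P0 and P8 is a difference from that library. The choice of markers, the resolution of the clustering and the treatment of called doublets could each change the numbers of cells per type.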

To investigate the postnatal development of the cerebellum, we performed scRNA-seq analysis for samples from postnatal day 0 and 8 using the droplet system from 10x Genomics Chromium (Macosko et al., 2015; Zilionis et al., 2017). After filtering out outliers with extremely low (<1000) and high (>6500) gene numbers, which represented probable dead cells and duplicates, respectively, a total of 21119 single cells from one P0 sample and two independent P8 samples were analyzed (Figure 1A and Supplementary Dataset S1). 

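Among the 21724 barcodes of the 3 libraries, 162 had fewer than 1000 genes with a UMI, of which 95 were in P0, 55 in P8a and 12 in P8b. Another 32 had more than 6500 genes, 1 in P0, 23 in P8a and 8 in P8b. Both limits together left 21530 cells, 7372 of P0, 6010 of P8a and 8148 of P8b. Genes with UMIs in at least 6 of these cells numbered 17339, of the 18097 listed for any library. Scrublet, which compares each cell with simulated sums of 2 cells, called 147 cells of P0 doublets (1.99%), 155 of P8a (2.58%) and 261 of P8b (3.20%). Called doublets stayed in the data. Shares of cell types, tests between sums of cells and interneuron subclusters were also computed without them, but not the correlation of libraries, the neighbours of cells, the random forests, the pseudotime, the shares of GPs with Rbfox3 or the sex-linked genes.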

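After both limits on gene number, a cell of P0 had a mean of 6415 UMIs, a cell of P8a 9177 and a cell of P8b 7505. Over all 3 libraries the mean was 7598 UMIs per cell and the median 6600, with a range from 1888 to 57849. Without the limits on gene number the mean was 7670 UMIs. The median number of genes per cell was 2374 in P0, 2920 in P8a and 2580 in P8b, and 2584 over all cells. P8a was thus the deepest library per cell and P0 the shallowest, which bears on every share of cells with a UMI of a gene.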

A means of 58994 unique molecule identifiers (UMIs) and a median of 2615 genes were detected in each cell (Figure 1B and Supplementary Figure S1A–C). To examine batch effect and individual variance, we performed Pearson correlation coefficients and canonical correlation analysis (CCA) of three samples (Butler et al., 2018). As shown in Figure 1C, the mean reads per cell of two P8 samples were highly correlated (*r* = 0.989). 

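Mean UMIs per cell, on a log10 scale, correlated between P8a and P8b with Pearson's r of 0.990 across the 16824 genes with UMIs in both libraries. For P0 against P8a, r was 0.962 across 16449 genes, and for P0 against P8b it was 0.972 across 16519 genes. Genes are not independent replicates, so no p-value was attached to these values. Spearman's rho, the measure that moved the P8 value most, was 0.993 for the P8 pair.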

The cell distribution from two P8 samples was tightly close as visualized in 2D t-distributed stochastic neighbor embedding (t-SNE) plot (Figure 1D), suggesting the reproducibility of our data collection. 

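To put numbers to this closeness, all 3 libraries were embedded together on 15 principal components, without any alignment between libraries, and the origin of each cell's 30 nearest neighbours was counted. Of the neighbours of P8a cells, 46.6% were P8b cells, where the numbers of cells alone would give 37.8%, a ratio of 1.23. Of the neighbours of P8b cells, 32.8% were P8a cells, where 27.9% would follow from the numbers of cells, a ratio of 1.18. Cells of P0 made up 4.90% of the neighbours of P8a cells and 10.2% of those of P8b cells, against 34.2% from the numbers of cells. Each P8 library also had more neighbours in itself than its number of cells gives, with 48.5% for P8a cells and 56.9% for P8b cells. From the closeness of both P8 samples, the paper proposes that its data collection was reproducible.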

To classify major cell types in the developing cerebellum, we performed a multi-set canonical correlation analysis (Multi-CCA) on gene expression matrix and integrated three datasets (one P0 and two P8) into a single one, and identified shared correlation structures (canonical correction vectors, CC) across datasets (Butler et al., 2018). Because we have begun to see drop-off in signals of shared correction strength before CC 15, we chose CC 1 to 15 for subsequent analysis and t-SNE presentation (Supplementary Figure S1D). 

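Cells of each library were clustered on their own with the Leiden algorithm at resolution 1, from 15 principal components of 2000 highly variable genes. This gave 24 clusters in P0, 21 in P8a and 18 in P8b. The 342 genes that the paper names in its text or figures, other than those used to name cell types, were left out of the variable genes, so that their levels did not shape the clusters in which they are reported. Over the 3 libraries, resolutions of 0.5 and 2 gave 45 and 92 clusters in place of 63. A clustering of all libraries together gave 22 clusters.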

We identified 12 transcriptionally distinct cell clusters using Seurat R package (Satija et al., 2015). 

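A cluster was named by the class whose markers were raised most on average, out of the classes with at least 3 raised markers. Granule lineage clusters were named last, against the cells already named. Granule precursors (GPs) were named from Atoh1, Barhl1, Mfap4, Sfrp1, Gli1 and Hey1, and granule cells (GCs) from Nhlh1, Neurod1, Reln, Cntn2, Neurod2 and Grin2b. This named 2666 GPs and 1913 GCs in P0, 3121 and 1258 in P8a, and 4030 and 1513 in P8b. A further 247 cells of P8a and 619 of P8b had GC markers together with raised cell cycle genes, and a rule set after seeing the data left their class open. Rbfox3, which encodes the neuronal nuclear antigen NeuN and lies on chromosome 11 of GRCm38 from 118489762 to 118911597, had no part in clustering or naming. Its level in GPs was 86.7 CPM in P0, 125 in P8a and 129.7 in P8b, and in GCs 161, 265 and 353 CPM in the same order. Between GPs and GCs of the 3 libraries its log2 fold change was -1.19 (standard error 0.29, taken as the fold change over the root of F, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rbfox3 was lower in GPs in each of the 3 libraries, but the call was lost without P8a (-1.24) and without P8b, where adjusted p by edgeR was 0.0938, the highest of a range from 1.2e-04 over the alternatives. Atoh1 (chromosome 6, 64729125 to 64731245), a naming marker, was found in 60.1%, 57.3% and 58.5% of GPs of P0, P8a and P8b.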

Then, we used a series of known cerebellar cell lineage markers to annotate each cluster, such as *Atoh1* marking Clusters 0, 3, 4, and 5 as GPs and *Rbfox3* marking Clusters 1 and 2 as GCs (Ben-Arie et al., 1997; Weyer and Schilling, 2003) (Figure 1E). Notably, *Rbfox3* is also expressed in a fraction of *Atoh1*-positive GPs, suggesting intermediate state of the population. 

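Of the GPs with an Atoh1 UMI, 615 of 1602 in P0 also had an Rbfox3 UMI, or 38.4% (95% exact Clopper-Pearson interval 36.0% to 40.8%, which covers counting error only). In P8a these were 1049 of 1788 (58.7%, 56.3% to 61.0%) and in P8b 1279 of 2357 (54.3%, 52.2% to 56.3%). Astrocytes, which should lack Rbfox3, had a UMI of it in 9.12% of cells in P0, 8.30% in P8a and 12.1% in P8b. Their median depth was 4529, 8918 and 5872 UMIs, against 7494, 9822.5 and 7924 in the Atoh1-positive GPs. With every cell thinned to 2000 UMIs, the shares in Atoh1-positive GPs were 12.9%, 17.7% and 19.3%, and in astrocytes 3.47%, 2.42% and 5.57%. GPs without an Atoh1 UMI had thinned shares of 14.2%, 24.2% and 24.7%, and GCs 28.1%, 45.2% and 51.8%. The thinned share in Atoh1-positive GPs thus lay above that of astrocytes and below that of GCs in each of the 3 libraries. From this presence of Rbfox3 beside Atoh1, the paper proposes that these cells are in an intermediate state.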

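From markers of the other cell types, 1195 cells of P0, 289 of P8a and 539 of P8b were named astrocytes (Bergmann glia included), and 475, 574 and 865 interneurons. Oligodendrocytes numbered 56, 174 and 233, microglia 111, 96 and 123, and Purkinje cells (PCs) 96, 85 and 76. Endothelial clusters were found at P8 only, with 70 cells in P8a and 71 in P8b. Clusters of 29 cells in P0 and 28 in P8a were named mural cells. Meningeal fibroblasts (48 in P8a, 79 in P8b), choroid plexus or ependymal cells (20 in P8a) and unipolar brush cells (348 in P0) also met their marker lists. A cluster of 483 cells in P0, led by genes such as Cxcl14, Lsamp, Kcnip4 and Slc17a6, was left without a name. A P0 astrocyte cluster of 181 cells was led by the stress response genes Cyr61 and Fos.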

Other clusters represent astrocytes, interneurons, oligodendrocytes, microglia, PCs and endothelial cells (Figure 1F and G; Supplementary Figure S2A, B and Dataset S1). Our analysis did not identify a separate Bergmann glial cell population, probably because astrocytes and Bergmann glial cells are originated from common precursors (Fleming et al., 2013). Indeed, we found that astrocytes expressed Bergmann glial cell marker genes, such as *Sox1* and *Sox9* (Supplementary Figure S2C). 

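Both genes were left out of clustering and naming, and Bergmann glia were not told apart from other astrocytes. Sox1 (chromosome 8, 12395295 to 12400126) was at 79.0 CPM in astrocytes of P0, 45.2 in P8a and 69.2 in P8b. In oligodendrocytes it was at 7.46, 1.77 and 0.997 CPM, and in microglia at 2.90, 1.74 and 0 CPM. Its log2 fold change in astrocytes against the mean of oligodendrocytes and microglia was 5.24 (standard error 0.42, adjusted p = 4.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sox9 (chromosome 11, 112782224 to 112787760) was at 291, 341 and 339 CPM in astrocytes of P0, P8a and P8b, and its log2 fold change in the same test was 4.50 (standard error 0.49, Benjamini-Hochberg adjusted p = 3.6e-05 from edgeR). Astrocytes had the highest level of both genes among the 3 glial types in every library.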

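Gad1, Calb1 and Pcp2 were compared between the PCs of both P8 libraries and the sum of all other cells of the same libraries. Gad1, left out of clustering, lies on chromosome 2 from 70553072 to 70602014 and encodes an enzyme that makes GABA. It was at 310.2 CPM in PCs of P8a and 260.3 in PCs of P8b, against 11.6 and 12.6 CPM in the other cells. Its log2 fold change was 4.56 (standard error 0.19, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calb1 (chromosome 4, 15881264 to 15908064) and Pcp2 (chromosome 8, 3623371 to 3625545) were among the markers that named the PCs, so their levels describe the cluster and do not test it. Calb1 was at 3482 and 2934 CPM in PCs of P8a and P8b, and at 5.63 and 5.55 CPM in the other cells. Pcp2 was at 6049 and 2961 CPM in PCs, and at 8.04 and 6.42 CPM in the other cells.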

As a type of GABAergic neuron, PCs expressed *Gad1*, in addition to known specific marker genes encoding *Calbindin 1* (*Calb1*) and *Purkinje cell protein 2* (*Pcp2*) (Figure 1G). 

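At P8, GPs, GCs and the granule lineage cells of open class were together 10788 of 14158 cells, or 76.2% (95% exact binomial interval 75.5% to 76.9%). The share was 77.0% in P8a (75.9% to 78.0%) and 75.6% in P8b (74.7% to 76.6%). In P0 it was 62.1% (61.0% to 63.2%), a value that depended on the clustering, as the other clusterings gave 55.3% to 56.7%. The cell numbers of the paper's Dataset S2 give 73.7% in P0, above all of these values. PCs were 161 of the 14158 cells at P8, or 1.14% (0.969% to 1.33%). In P8a the PC share was 1.41% (1.13% to 1.75%) and in P8b 0.933% (0.736% to 1.17%), so the intervals of the P8 libraries overlapped narrowly. The PC share in P0 was 1.30% (1.06% to 1.59%), within the interval of P8a. These intervals cover counting error only and not the spread between animals. With called doublets removed the granule lineage share at P8 was 77.3%.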

In line with the notion that cerebellar GCs is the biggest cell population in the vertebrate brain, GPs and GCs accounted for 78% of total cells at P8, whereas PCs accounted for only 1.43% (Figure 1H and Supplementary Dataset S2). 

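Median UMIs per cell differed between cell types within each library. In P0 they ranged from 4346 in unipolar brush cells to 7390.5 in GPs, a ratio of 1.70. In P8a they ranged from 5862 in GCs to 15893 in endothelial cells, a ratio of 2.71, and in P8b from 4428 in GCs to 14841 in endothelial cells, a ratio of 3.35. PCs had medians of 4566, 14074 and 11440.5 UMIs in P0, P8a and P8b. Median genes per cell ranged from 1993 to 2631 over the types of P0, from 2495 to 4233.5 in P8a and from 2078 to 4041.5 in P8b. When each cell was thinned to 2000 UMIs, leaving out 70 shallower cells of P0, the medians ranged from 1011 to 1258 genes in P0, from 996 to 1270.5 in P8a and from 1000 to 1210.5 in P8b.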

Although different cell types are distinct in the size of cell body, the numbers of genes and UMIs of each cell type were similar (Supplementary Figure S3A and B). Notably, the percentage of mitochondrial transcript reads in PCs was bigger than that in other cell types (Supplementary Figure S3C), suggesting that PCs may contain more mitochondria.

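The share of UMIs on the 13 genes of the mitochondrial genome was taken per cell. Its median in PCs was 16.2% in P0, 18.5% in P8a and 12.4% in P8b. The next highest type had 4.52% in P0 (mural cells), 5.59% in P8a (choroid plexus or ependymal cells) and 3.99% in P8b (astrocytes). Above these medians lay 95.8% of the PCs of P0, 98.8% of P8a and 98.7% of P8b. PCs ranked first in each library under the 5 other clusterings as well. With 3 paired libraries, an exact test cannot reach 0.05, so none was made. Among PCs the share fell with depth, with Spearman's rho of -0.66 in P0, -0.54 in P8a and -0.37 in P8b across cells of the library. The PCs above the median depth had shares of 8.74%, 13.9% and 10.9%, still above every other type's median. From the larger share in PCs, the paper proposes that PCs may contain more mitochondria.

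**Figure D1:**
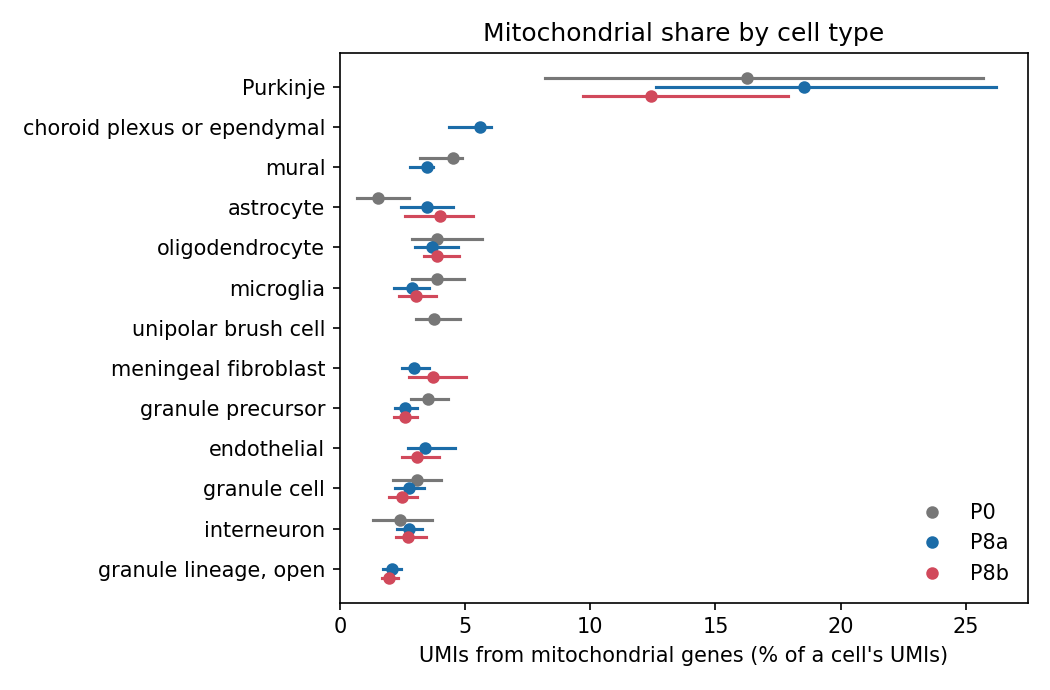
Percent of a cell's UMIs on mitochondrial genes (horizontal axis) by cell type and library. Points are medians over cells and lines run from the 25th to the 75th percentile; PCs are highest in each library, with medians of 16.2% in P0, 18.5% in P8a and 12.4% in P8b.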

**Figure 1:**
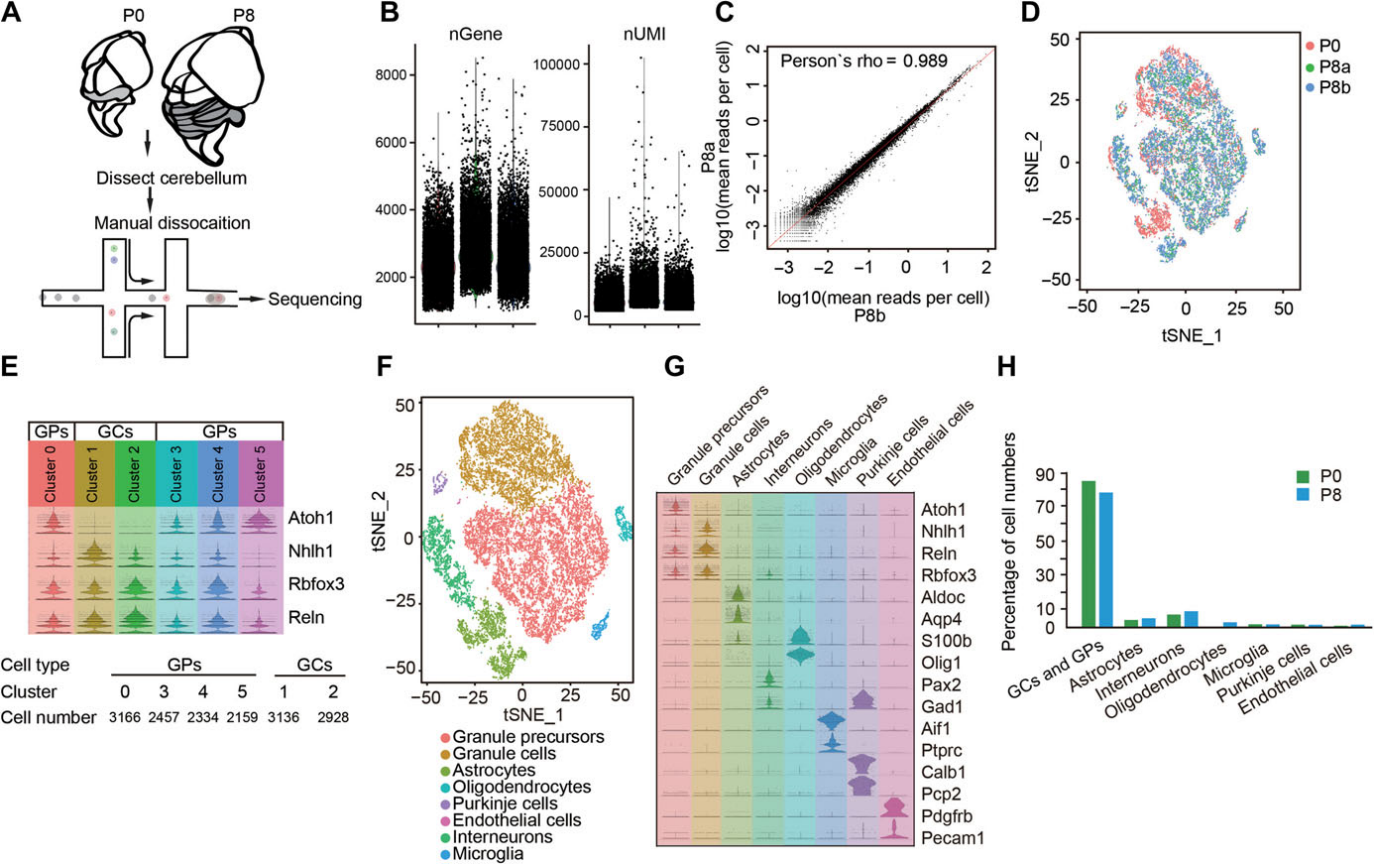
Cell type classification in the mouse cerebellum. (**A**) Schematic representation of the experimental processes consisting of cerebellum dissection, cell dissociation and droplet-based RNA-seq analysis. (**B**) The number of genes (nGene) and UMIs (nUMI) identified in each sample (1 from P0 and 2 from P8). (**C**) Gene expression reads are highly correlated between two P8 samples. (**D**) Two-dimensional t-SNE distribution of cell clusters in three samples. Note the large overlap between two P8 samples but not between P0 and P8 samples. (**E**) Identification of granule cells (GCs) or precursors (GPs) based on the expression of known genes. (**F**) t-SNE map showing annotation of indicated cerebellar cell clusters. (**G**) Identification of cerebellar cell types based on the expression of known linage-specific genes. (**H**) Percentage of cell types in the cerebellum of P0 and P8 mice.

### Transcriptional profile of developing PCs

Dataset containing 256 PCs (including 92 from P0 and 164 from P8) was further analyzed for insights into molecular mechanisms underlying temporal development of PCs (Figure 2A). 

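The clusters named from Calb1, Pcp2, Car8, Foxp2, Ppp1r17 and Skor2 held 257 PCs, 96 of P0 and 161 of P8. Their UMIs summed to 541525 in P0, 1278463 in P8a and 852610 in P8b. The PCs of P0 were thus the shallowest of the 3 sums, and a difference in a gene of low level is harder to detect there. Under the other clusterings the number of PCs lay between 252 and 258, and it was 233 with called doublets removed.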

At P0, PCs usually exhibit bipolar morphology, named as simple-fusiform cells, followed by the development of planar and fan shaped dendrites (Figure 2B) (Sotelo and Rossi, 2013). This process is accompanied by proliferation of GPs and outside-in migration of differentiated GCs (Blazeski and Mason, 1994; Miyata et al., 1997; Rice and Curran, 1999). Although several molecules have been shown to be involved in PC morphogenesis (Kapfhammer, 2004; Fujishima et al., 2018), a complete transcriptome analysis is needed for deeper understanding about mechanisms of PC maturation and functions. 

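PCs of P0 and P8 were compared by UMIs summed per library, with the single P0 sum assumed to vary as the P8 pair does. Of 9415 genes tested, 751 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 441 of them higher at P8 and 310 lower. An unadjusted p under 0.05 was reached by 1995 genes. The count depended on the tool, as DESeq2 called 146 genes (105 higher, 41 lower) and left 4015 without an adjusted p. All 751 genes had the same direction under DESeq2, and of the 739 that could still be computed without P8a and the 749 without P8b, all kept it. On simulated counts of these libraries, 33% of 200 genes changed 4-fold were recovered, so genes that passed no threshold may still differ. Among called genes with at least 50 UMIs, those with the largest fitted rises, Plxdc1, Tuba8 and Car7, had no UMI in the PCs of P0. Against a floor of 3 counts over those PCs they were at least 12.0-fold, 10.6-fold and 6.69-fold higher at P8. Ddx3y, on the Y chromosome, had a fitted rise of 8.07 with all of its UMIs in P8b and was not called (standard error 3.02, quasi-likelihood adjusted p = 0.113, from 6.6e-07 to 0.113 by edgeR over the alternatives). Plxdc1 lost its call under DESeq2 and under no other alternative. Among the same genes Sst had the third largest drop, with a log2 fold change of -4.99 (standard error 0.48, quasi-likelihood adjusted p = 5.2e-07) and was not called by DESeq2 (adjusted p from 1.8e-72 to 0.892 over the alternatives). Hba-a1 and Hba-a2, near-identical haemoglobin genes that share reads, had log2 fold changes of -5.88 and -5.68, and 94.9% of the haemoglobin UMIs in PCs of P0 lay in 3 cells. Itpr1 rose by 3.05 on the log2 scale (standard error 0.41, adjusted p = 4.5e-05 by the same quasi-likelihood test). Pcp2, a marker of the clusters, rose by 2.17 (standard error 0.45, quasi-likelihood adjusted p = 0.0028), a call that DESeq2 did not make (adjusted p from 2.0e-07 to 0.203 over the alternatives).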

We analyzed scRNA-seq dataset of individual PCs from P0 and P8 and identified 618 differentially expressed genes (DEGs) between these two time points (Supplementary Dataset S3). Strikingly, gene ontology (GO) analysis showed that many DEGs were involved in mitochondrial and ATPase biological processes (Figure 2C–E), suggesting that mitochondrial pathway may contribute to morphological development of PCs. 

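A list of nuclear genes for subunits of oxidative phosphorylation (OXPHOS) and a list of transport ATPase genes, both written in advance, stood in for these gene ontology terms, whose annotation was not used here. Of 79 OXPHOS genes tested in PCs, 76 were higher at P8, with a median log2 fold change of 0.60. Among 10000 random lists of the same size and expression level, the median lay at 0.08 and the largest value at 0.47. The camera test, with a preset correlation between genes of 0.01, gave p = 2.7e-09 for the list, whereas fry gave p = 0.463. Fry uses the spread between libraries of the same age, which rests here on the P8 pair alone and leaves little power. Of single OXPHOS genes, 6 passed an adjusted p of 0.05 by edgeR over all genes, and 8 adjusted over the list alone. These numbers were 12 and 19 with RLE scaling, and 16 and 25 without a filter on low counts. The other clusterings gave 6 to 8 and 9 to 15. The size of the change depended on the P8 library, with a median of 0.24 (59 of 79 higher) without P8a and of 0.81 (77 of 79 higher) without P8b. Of 27 ATPase genes, 21 were higher at P8, with a median of 0.44, at percentile 97.46 of random lists of that size. Those lists had a median of 0.10 and reached 0.90. With the same preset correlation camera gave p = 0.0056 for the ATPase list, and fry p = 0.314. Of these ATPase genes, 4 passed over all genes and 10 adjusted over the list alone. The ATPase median was 0.29 without P8a and 0.53 without P8b. In 6 other cell types the OXPHOS list also had a higher median at P8, from 0.10 in GCs to 0.25 in astrocytes, and no single gene of it passed in them. The list passed under camera with the same preset correlation in all 6 (p from 6.5e-06 to 0.0223), and under fry in astrocytes (p = 0.0428). Of the 618 genes in the paper's Dataset S3, 616 were tested here and all 616 were higher at P8, while 362 of them were called. Of its OXPHOS and ATPase genes, Dataset S3 holds 47 and 6. From the share of mitochondrial and ATPase terms among its differentially expressed genes, the paper proposes that a mitochondrial pathway may contribute to the morphological development of PCs.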

Although PCs occupy a minority of cells in the cerebellum, they have critical non-autonomous roles in cerebellum development and circuit formation, including proliferation of GPs (Goldowitz and Hamre, 1998; Wechsler-Reya and Scott, 1999), migration of GCs (Rezai and Yoon, 1972), as well as synapse formation and refinement (Sassoe-Pognetto and Patrizi, 2017). 

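The UMIs of PCs of P8a and P8b were compared with the sum of all other cells of the same libraries. Of 14832 genes, 9113 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4032 higher in PCs and 5081 lower. DESeq2 called 8553 genes, and a fit that gives each of the 10 other cell types equal weight, the alternative that moved the count most, called 8347. The median log2 fold change over all genes was -0.29, so single fold changes are best read relative to it. No test was possible with a single P8 library, but of the called genes that could be computed, 8958 of 8965 had the same direction without P8a and 8969 of 8976 without P8b. Among called genes with at least 50 UMIs, Slc5a1, BC048502 and Gm9866 had the largest rises, with 44.1, 28.9 and 43.3 CPM in PCs of P8a and at most 0.0349 CPM in other cells of either library. Pdlim1, Cx3cr1 and Olfml3 had no UMI in PCs, and against a floor of 3 counts over the PCs they were at least 23.2-fold, 16.9-fold and 14.2-fold lower there. Simulated 4-fold changes of 200 genes were recovered for 74.5% of them, with 4 unchanged genes called.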

We extensively analyzed the genes that were differentially expressed in PCs compared to other clusters using Seurat analysis, and identified 815 DEGs between PC and other cell types at P8 (Figure 2F and Supplementary Dataset S2). Notably, most of the top 20 divergent genes have been shown to play important roles in cerebellum development, such as genes encoding *insulin-like growth factor I* (*Igf1*), *nuclear receptor ROR-alpha* (*Rora*), and *inositol 1,4,5-trisphosphate receptor type 1* (*Itpr1*), which have been shown to be involved in PC morphogenesis (Hamilton et al., 1996; Fukudome et al., 2003; Van de Leemput et al., 2007). 

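Of the 20 genes in Fig. 2F, 19 had their highest level among all cell types in PCs in both P8 libraries. The exception was Igf1 (chromosome 10, 87858265 to 87937042), which was at 734 CPM in PCs and 774 CPM in microglia of P8a, and at 674 and 464 CPM in P8b. With called doublets removed, or with all libraries clustered together, Igf1 was highest in PCs too. Against the sum of all other cells its log2 fold change was 5.20 (standard error 0.31, adjusted p = 6.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rora (chromosome 9, 68653786 to 69388246) was at 1092 and 967 CPM in PCs of P8a and P8b after TMM scaling, and at 11.7 and 11.6 CPM in the other cells. Its log2 fold change was 6.46 (standard error 0.25, quasi-likelihood adjusted p = 6.8e-11). Itpr1 (chromosome 6, 108213096 to 108551109) was at 3086 and 2415 CPM in PCs and at 11.7 CPM in the other cells of each library, with a log2 fold change of 7.88 (standard error 0.30, quasi-likelihood adjusted p = 6.8e-11). Igf1 rose in PCs between P0 and P8, from 65.4 CPM to 794 in P8a and 663 in P8b.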

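Of the 16 genes for secretory proteins in Fig. 2G, 13 had their highest level of all cell types in PCs in both P8 libraries. Nppc was highest in PCs of P8a, but in P8b it was at 37.5 CPM in PCs and 54.4 CPM in meningeal fibroblasts. Nenf was at 296 and 269 CPM in PCs of P8a and P8b, and at 519 and 414 CPM in meningeal fibroblasts. The remaining exception was Igf1, which in P8a was highest in microglia. Removing called doublets raised the tally to 14, and clustering all libraries together left it at 13, with Igf1 then highest in PCs and Wnt7b no longer so.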

Considering non-autonomous roles of PCs, we analyzed DEGs encoding secretory proteins and identified 16 genes that were highly expressed in PCs (Figure 2G). Among them, several members of Semaphorin family of axon guidance proteins, including *Sema 3a*, *4 g*, *6b*, *7a*, *c-type natriuretic peptide* (*Nppc*), *neuron-derived neurotrophic factor* (*Ndnf*), and *platelet-derived growth factor subunit A* (*Pdgfa*), are highly expressed in subsets of PCs (Figure 2G). These results suggest potential regulators for neuronal morphogenesis, positioning, survival, or precise connections.

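These genes were detected in a part of the PCs, with 85 PCs in P8a and 76 in P8b. Sema3a had a UMI in 74.1% of PCs of P8a (95% exact interval 63.5% to 83.0%) and in 50.0% of PCs of P8b (38.3% to 61.7%), against 1.60% and 0.925% of granule lineage cells. Sema4g was found in 74.1% and 76.3% of PCs and 5.47% and 6.13% of granule lineage cells. Sema6b was found in 62.4% and 57.9% of PCs and 1.95% and 2.11% of granule lineage cells. Sema7a, in 76.5% and 78.9% of PCs, was also in 31.7% and 31.5% of granule lineage cells. Nppc had a UMI in 43.5% and 28.9% of PCs, Ndnf in 83.5% and 77.6%, and Pdgfa in 85.9% and 84.2%. Their shares in granule lineage cells were 0.670% and 0.471% for Nppc, 0.454% and 0.325% for Ndnf, and 10.1% and 14.6% for Pdgfa. PCs were deeper than granule lineage cells, whose GPs had medians of 9096 and 7432.5 UMIs, and thinning each cell to 2000 UMIs left shares in PCs from 12.9% (Nppc) to 51.8% (Ndnf) in P8a and from 3.95% to 50.0% in P8b. A PC without a UMI of such a gene is therefore not shown to lack it at this depth. In PCs against all other cells, the 7 genes had log2 fold changes from 1.64 (Sema7a, standard error 0.17) to 8.98 (Ndnf, standard error 0.29), all past an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and higher in both P8 libraries.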

**Figure 2:**
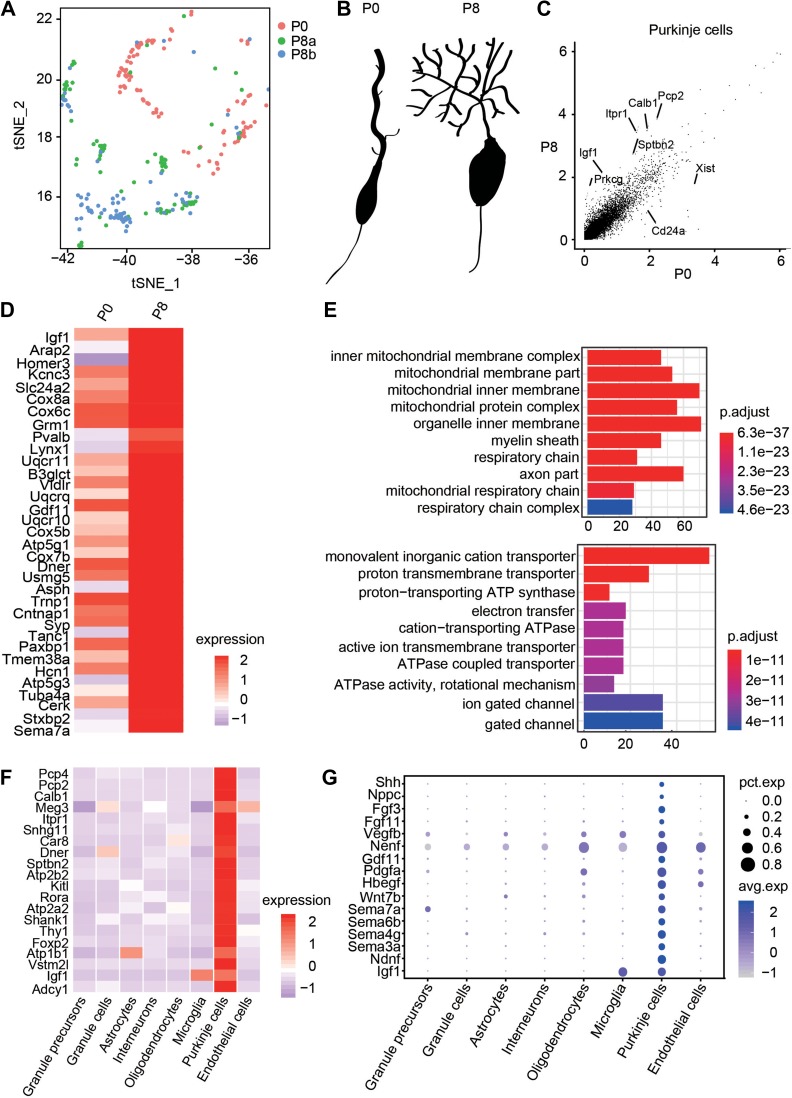
Molecular signature of PCs of developing mouse cerebellum. (**A**) t-SNE map showing a total of 256 PCs from one P0 sample and two P8 samples. (**B**) Schematic diagram describing the developmental process of PC morphology from P0 to P8. (**C**) Differential expression analysis for PCs between P0 and P8. (**D**) The heat-map showing a list of DEGs in PCs between P0 and P8. (**E**) The enriched GO terms of DEGs in PCs between P0 and P8. (**F**) The top 20 DEGs in PCs compared with other cell types. (**G**) Enriched expression of genes encoding secretory proteins in PCs compared with other cell types.

In addition to the known marker genes of PC, such as Calbindin, we also found several other genes that were specifically expressed in PCs, including *cold shock domain-containing protein C2* (*Csdc2*), *coiled-coil-helix-coiled-coil-helix domain-containing 10* (*Chchd10*), *inositol-trisphosphate 3-kinase A* (*Itpka*), *phosphatidate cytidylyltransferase 1* (*Cds1*), and *adenylate cyclase type 1* (*Adcy1*) (Figure 3A and B). 

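Of the 12 genes drawn in Fig. 3, 11 had their highest level in PCs in both P8 libraries. Csdc2 (chromosome 15, 81936759 to 81950941) was at 533 and 638 CPM in PCs of P8a and P8b, and next in astrocytes at 41.2 and 45.4 CPM. Adcy1 (chromosome 11, 7063489 to 7178506) was at 608 and 674 CPM in PCs and at 21.1 and 32.5 CPM in GCs, the next type. Itpka (chromosome 2, 119742337 to 119751263) was at 321 and 202 CPM in PCs, and its next highest levels were 31.9 and 0.830 CPM. Cds1 (chromosome 5, 101765130 to 101823858) was at 184 and 186 CPM in PCs, with 119 CPM in choroid plexus or ependymal cells of P8a and 14.4 CPM in microglia of P8b as the next values. Chchd10 (chromosome 10, 75933130 to 75937747) was the exception, with 544 CPM in PCs and 2330 CPM in the 20 choroid plexus or ependymal cells of P8a. With all variable genes used, or at resolution 2, Cds1 was no longer highest in PCs and the tally was 10. Against the sum of all other cells, log2 fold changes were 6.65 for Csdc2 (standard error 0.25), 4.73 for Chchd10 (0.23), 8.72 for Itpka (0.35), 7.11 for Cds1 (0.22) and 5.54 for Adcy1 (0.24). All of these passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and were higher in PCs of both P8 libraries, as was Ptprm of Fig. 3B, with a log2 fold change of 5.63 (standard error 0.19).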

The expression of these genes in PCs was verified by immunostaining (Figure 3C) or *in situ* hybridization (ISH) (Figure 3D). Notably, Adcy1 protein was not only expressed in the soma of PCs, but also expressed in dendritic processes in outer external granule layer/molecular layer (Figure 3C). These results indicate novel marker genes expressed in PCs, whose functions remain to be investigated. Indeed, previous studies have shown that mutations of *Chchd10* are associated with several diseases, such as frontotemporal dementia and cerebellar ataxia (Bannwarth et al., 2014; Chaussenot et al., 2014). These findings refine and extend previous literatures about molecular specification of PCs and implicate mechanisms underlying cerebellar circuit formation.

**Figure 3:**
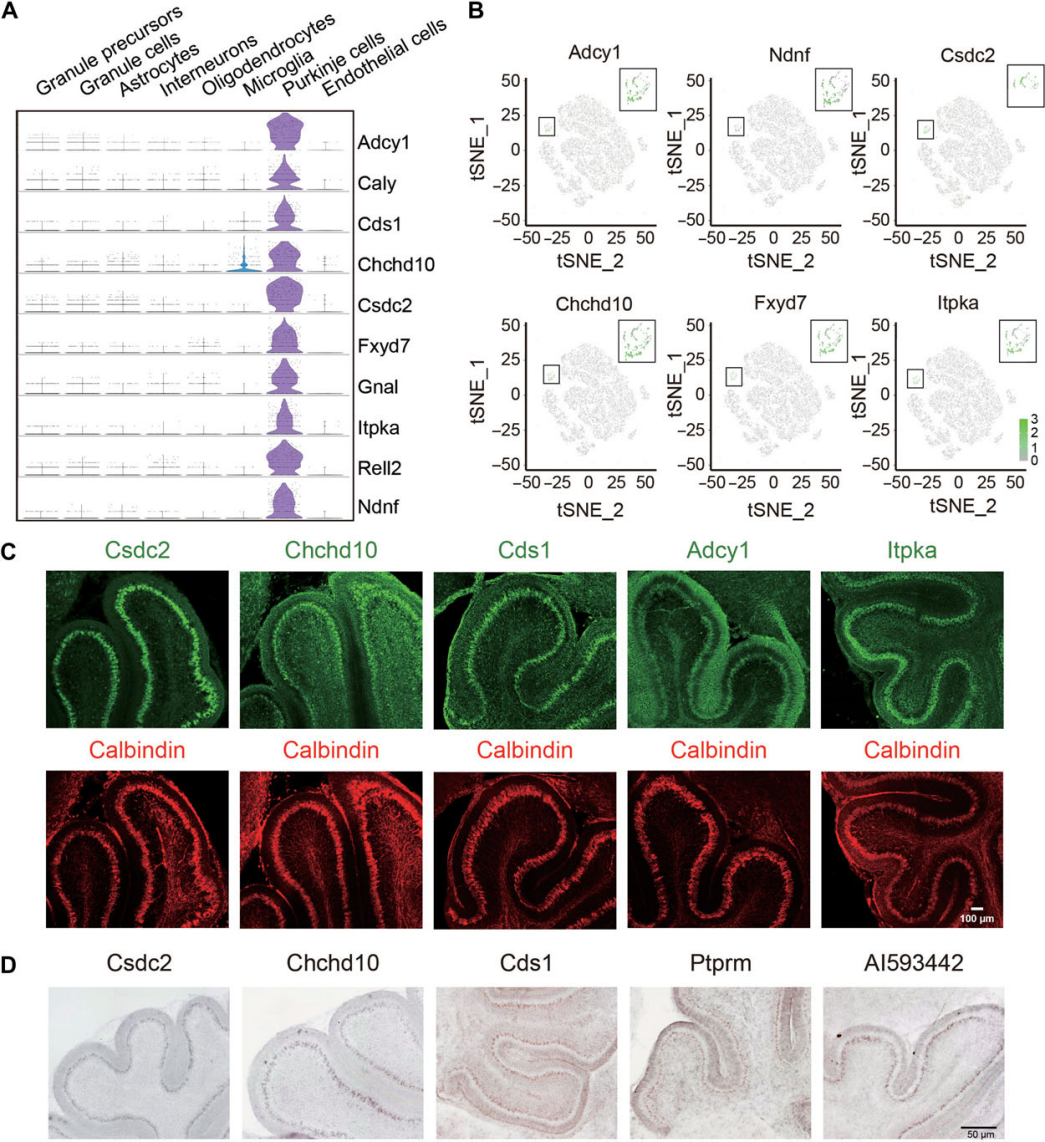
Identification of novel genes specifically expressed in PCs. (**A**) Violin plots showing the expression of novel genes in PCs. (**B**) t-SNE visualization of the expression of *Cds1, Csdc2, Chchd10, Ptprm, Itpka*, and *Adcy1* in PCs. (**C**) Immunostaining examination for the expression of indicated proteins in P8 cerebellum. Note their distribution in PC layer marked by Calbindin. Scale bar, 100 μm. (**D**) ISH analysis for the expression of target genes in the cerebellum of mice at P8. Scale bar, 50 μm.

### Expression pattern and co-expression network of ataxia risk genes

Previous studies have identified a number of ataxia risk genes (Paulson, 2009; Ashizawa et al., 2018), whereas susceptible cell types in the cerebellum remain unclear. 

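For 28 ataxia genes, the cell type with the highest level was sought in each library. PCs were highest for 18 of the 28 in both P8 libraries, and for 17 in P0. Among the other 10, Eef2 (chromosome 10, 81176631 to 81182498) was at 497 CPM or more in every cell type of P8a, and at 584 and 707 CPM in PCs of P8a and P8b. Its highest level was 2149 CPM in interneurons of P8a and 2240 CPM in GCs of P8b. Atxn10 was at 173 and 130.2 CPM in PCs and highest in GCs with 379 and 327 CPM. Nop56 was at 109 and 115 CPM in PCs and highest in GPs with 261 and 235 CPM. Against all other cells at P8, Eef2 fell by 1.44 on the log2 scale in PCs (standard error 0.22, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atxn10 fell by 0.76 (standard error 0.21, quasi-likelihood adjusted p = 0.0065) and Nop56 by 0.88 (standard error 0.18, quasi-likelihood adjusted p = 5.9e-04). With equal weight for each cell type, Nop56 fell by 0.36 and lost its call (adjusted p by edgeR or DESeq2 from 7.5e-06 to 0.0685 over the alternatives).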

We analyzed the expression pattern of 28 ataxia risk genes and found that majority of them are highly expressed in PCs, while only a few of them, including *elongation factor 2* (*Eef2*), *ataxin-10* (*Atxn10*), *nucleolar protein 56* (*Nop56*), are widely expressed in all cell types (Figure 4A). This finding is in line with the hypothesis that dysfunction of PCs is closely related with occurrence of ataxia disorder (Sakaguchi et al., 1996; Taroni and DiDonato, 2004; Walter et al., 2006). 

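GENIE3 predicts the level of each target gene from a set of regulators by random forests and ranks regulators by importance. This procedure was followed with scikit-learn, with the 28 ataxia genes as regulators of 1000 target genes in 2000 cells drawn from all libraries. Eef2 had the highest importance for 979 targets, Ppp2r2b for 12, Nop56 for 3 and Tubb4a for 1, where an even share would be 35.7. Ttbk2 and Bean1 led for 0 targets, as did 19 other ataxia genes. Eef2, at 1743 CPM and with a UMI in 99.2% of cells, also led for 998 targets when the regulators were simulated from level and depth alone. On raw UMI counts Eef2 led for 953 targets and Tubb4a for 12. In PCs against all other cells at P8, Tubb4a had a log2 fold change of 0.13 (standard error 0.18, adjusted p = 0.544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tubb4a was highest in oligodendrocytes, at 1439 CPM in P8a and 930.4 in P8b, and passed in PCs when each cell type had equal weight (0.89, with adjusted p by edgeR or DESeq2 from 0.0015 to 0.768 over the alternatives).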

We also analyzed the co-expression network of those ataxia risk genes and revealed a central role of *Eef2*, *Grid2*, *Tubb4a* in the co-expression networks (Irrthum et al., 2010), while *Ttbk2* and *Bean1* have few interactions with other ataxia risk genes (Figure 4B). This result indicates that different ataxia risk genes may act through shared or diverse gene expression networks to regulate cerebellar development or functions. GO analysis of these co-expression genes showed that most significantly enriched terms were related with organizations of organelle and mitochondrial inner membrane (Figure 4C). Strikingly, GO enrichments of ataxia risk co-expression genes were largely consistent with DEGs of PCs between P0 and P8. Together, these results suggest that mitochondrial function is highly correlated with development of PCs and implicate cellular basis of motor behavior disorder.

**Figure 4:**
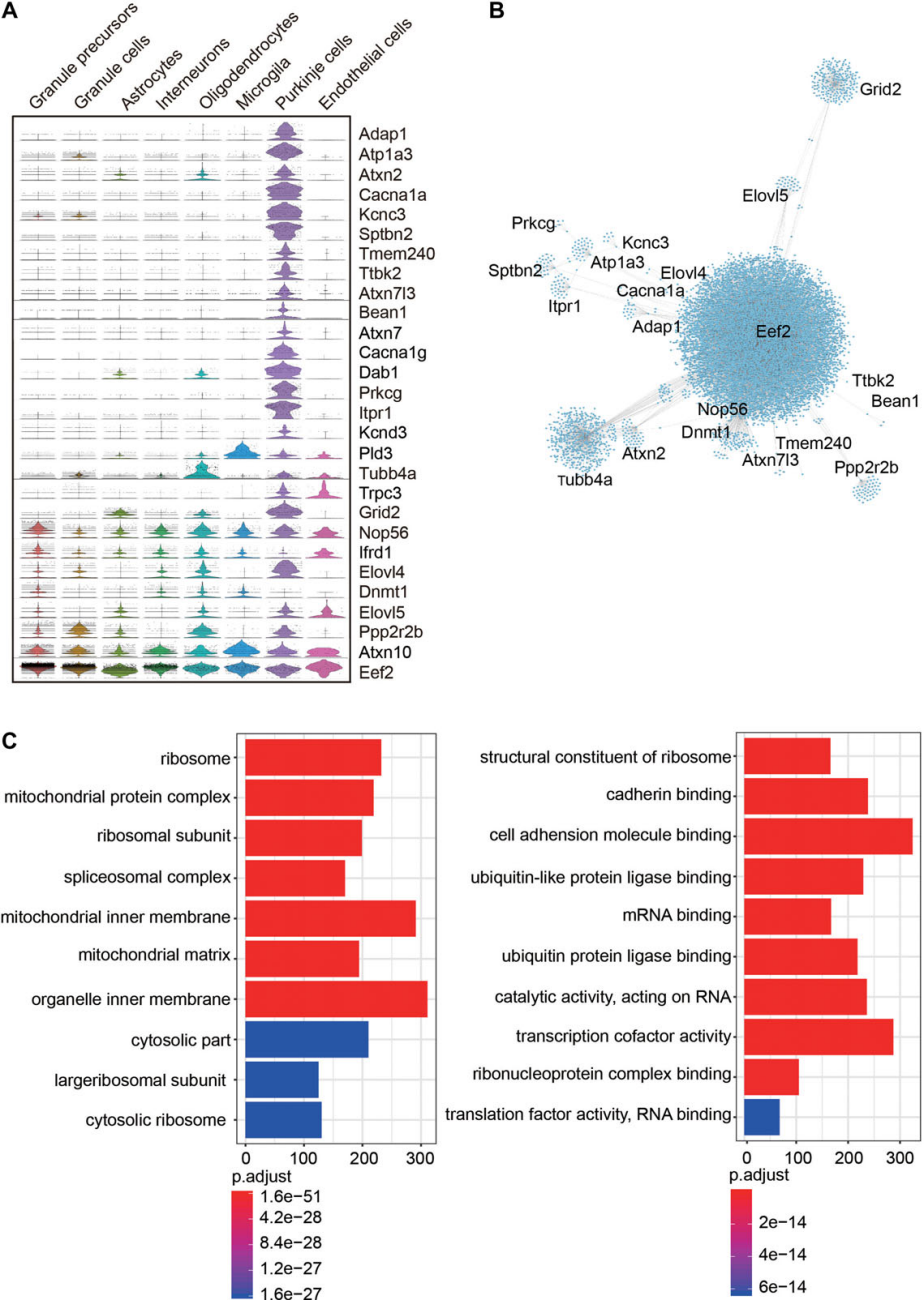
Expression patterns and coexpression networks of ataxia risk genes. (**A**) Violin plots showing the expression pattern of 28 ataxia risk genes in each neuron sub-cluster. (**B**) Gene coexpression network showing the genes coexpressed with ataxia risk genes. (**C**) Enriched biological processes for genes coexpressed with ataxia risk genes.

### Gene regulation network for GC differentiation

GCs account for around 80% of all neurons in the cerebellum, where they receive afferent inputs through 4–5 dendrites in the granule layer and form synapses with other cells in the molecular layer through the parallel fibers (Kalinichenko and Okhotin, 2005; Azevedo et al., 2009; Chédotal, 2010). GPs originated from the rhombic lip region migrate to cerebellar anlage and proliferate in the outer EGL, then exit the cell cycle to become migrating neuroblasts in the inner germinal layer. Differentiated GCs migrate into the IGL and mature around postnatal week 3 into fully functional excitatory GCs (Figure 5A). To reveal the developmental processes of GCs, we analyzed DEGs between GPs and GCs. 

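GPs and GCs of the 3 libraries were compared by sums per library. Of 12733 genes, 6235 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3199 higher in GPs and 3036 higher in GCs. Without P8b the count was 2364, without P8a 4505 and without P0 6767, and all 6235 genes kept their direction without P0 or P8b, as did the 6234 still tested without P8a. Lists of cell cycle genes and of axon genes, 36 each and written in advance, stood in for gene ontology terms. All 36 cell cycle genes were higher in GPs and called, with a median log2 fold change of 3.71. Of the axon genes, 33 were lower in GPs, and 33 were called, also when adjusted over the list alone, with a median of -1.81. With its preset correlation, camera gave p = 1.6e-35 for the cell cycle list and p = 6.8e-22 for the axon list, and both lists passed under fry as well (p = 5.3e-04 and 7.2e-05). Part of the cell cycle result comes from the naming, because clusters with GC markers and raised cell cycle genes were left out of both groups. With these clusters kept as GCs, a choice made after seeing the data, the cell cycle median was 0.84 with 11 genes called and the list no longer past 0.05 under fry, and the axon median was -1.63. Among called genes with at least 50 UMIs, the largest fitted rises, of Mtfr2, Hist1h2ah and Snai2, were in genes without a UMI in GCs, at least 15.9-fold, 11.3-fold and 9.43-fold higher in GPs against a floor of 3 counts over the GCs. Hist1h2ah belongs to a family of near-identical histone genes that share reads. The largest drops were -5.72 for Kcna1, -5.15 for Gm42912 and -4.81 for Zmat4. Of these genes, Snai2 lost its call without P8b (7.10), Gm42912 without P8a (-4.83) or P8b (-5.05), and Mtfr2 and Hist1h2ah when the cycling clusters were kept as GCs. Simulated 4-fold changes of 200 genes were recovered for 176 of them.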

The enriched GO terms in GPs were related to cell division and proliferation, while GCs enriched genes were related to axonal development and cell morphogenesis (Figure 5B). 

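The granule lineage held 15367 cells, 4579 of P0, 4626 of P8a and 6162 of P8b, among them the cells whose class was left open. A GC cluster of 216 cells in P0 was led by haemoglobin genes, which had a UMI in 62.6% to 81.2% of the cells of every P0 type. Haemoglobin was at 3899 CPM in the GCs of P0 and at 362 CPM in the GPs. These GCs also held 162 of the 201 UMIs of Alas2, an erythroid marker, in P0. In 1 of them 73.9% of the UMIs were haemoglobin. Red blood cells or their doublets may thus be among the GCs of P0, and they were not removed. Granule lineage cells fell into 13 clusters in P0, 11 in P8a and 10 in P8b, from the clustering of each whole library. Other clusterings of the libraries gave between 14616 cells, with called doublets removed, and 14969 cells.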

To investigate the developmental trajectory of GCs in more detail, a total of 17160 single GCs and GPs were further divided into 6 clusters with random forest algorithm (Figure 5C). Clusters 3 and 4 showed higher expression of proliferation genes, such as *Mki67* and *Tpx2* and thus represent proliferating GPs (Figure 5D). 

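Mki67 (chromosome 7, 135689784 to 135716361) and Tpx2 (chromosome 2, 152847964 to 152895321) had no part in clustering. Across the granule lineage clusters of a library, Mki67 ranged from 2.43 to 207 CPM in P0, from 4.24 to 584 in P8a and from 8.02 to 332 in P8b. Tpx2 reached 305, 587 and 415 CPM in its highest clusters. The highest cluster of P0 was a GP cluster for each gene, and in P8a and P8b it was the cluster whose class was left open, followed by a GP cluster with 529 and 297 CPM of Mki67. Between GPs and GCs, Mki67 had a log2 fold change of 3.83 (standard error 0.52, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Tpx2 of 4.13 (standard error 0.42, quasi-likelihood adjusted p = 3.2e-04). Both were higher in GPs in each of the 3 libraries. At resolution 2 the log2 fold changes were 2.73 and 2.78 and the genes were not called. With the cycling clusters of open class kept as GCs they were 0.86 and 0.57, and neither gene was called. Over all alternatives the adjusted p by edgeR or DESeq2 ranged from 2.5e-08 to 0.517 for Mki67 and from 2.4e-29 to 0.689 for Tpx2.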

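Atoh1 and Hey1, both among the markers that named the GPs, were highest in the same GP cluster of each library. Atoh1 reached 322 CPM there in P0, 255 in P8a and 321 in P8b, and Hey1 reached 367, 519.8 and 548 CPM. In these clusters Mki67 was at 22.0, 61.8 and 18.9 CPM, but other GP clusters had high levels of both genes, with 235 CPM of Atoh1 and 207 of Mki67 in P0, 245 and 430 in P8a, and 225 and 245 in P8b (1 cluster each). GCs as a whole had 19.7, 7.12 and 7.38 CPM of Atoh1 and 54.8, 28.5 and 21.9 CPM of Hey1.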

Clusters 0 and 5 represented newly differentiated GCs as they expressed high levels of *Atoh1* and *Hey1* (Figure 5D). 

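Cntn2, a marker used to name the GCs, was highest in a GC cluster of each library, with 113 CPM in P0, 300.1 in P8a and 279 in P8b. Tubb3 (chromosome 8, 123411424 to 123422015), which had no part in clustering, was highest in a GC cluster too, with 5421, 3716 and 3338 CPM. Between GPs and GCs, Tubb3 had a log2 fold change of -2.76 (standard error 0.29, adjusted p = 3.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 709, 403 and 342 CPM in GPs of P0, P8a and P8b, and 3769, 3008 and 3101 CPM in GCs.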

Clusters 1 and 2 highly expressed neuronal maturation genes, such as *Cntn2* and *Tubb3*, and thus considered to be mature GCs (Figure 5D). To further explore the gene regulation network involved in GC differentiation, we selected top 13 TFs from DEGs of Cluster 0 and 5 and analyzed co-expression of these TFs with GC expression genes (Figure 5E). Notably, *nascent polypeptide-associated complex subunit alpha (Naca)*, a transcriptional co-activator which has been shown to be involved in developmental of cardiac and skeletal muscles (Park et al., 2010), exhibited the strongest co-regulation patterns with target genes, suggesting a potential role of *Naca* in regulating the differentiation of GCs (Figure 5E). 

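The random forest procedure was run on 2000 granule lineage cells, with 14 transcription factors of Fig. 5E as regulators of 1000 target genes. Naca (chromosome 10, 128035575 to 128048637) had the highest importance for 958 targets, Tipin for 26 and Barhl1 for 4, where an even share would be 71.4. Naca led for 984 targets on raw UMI counts, for 962 with another seed and for 1000 with cells thinned to the same depth. At 1299 CPM and with a UMI in 98.7% of the cells, Naca was the most abundant of these regulators. When regulators were simulated from expression level and depth alone, without any other relation to the targets, Naca led for 924 of the 1000 targets. From the strength of these co-regulation patterns, the paper proposes a potential role of Naca in regulating the differentiation of GCs.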

To further display TFs that may orchestrate GCs differentiation, we reconstructed the developmental time-course using Monocle analysis (Trapnell et al., 2014) (Supplementary Figure S4A–D) and assessed the relative expression of 13 TFs in Pseudotime (Figure 5F) (Trapnell et al., 2014). 

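Granule lineage cells of each library were ordered by diffusion pseudotime and divided into 5 bins of equal numbers of cells, and UMIs were summed per bin. The start was placed at the end of the first diffusion component away from the axon genes. Spearman's rho of pseudotime across cells with these genes, 0.90 in P0, 0.69 in P8a and 0.84 in P8b, thus describes the order and is no independent check of its direction. Naca was lowest in the last bin, at 762, 891 and 889.5 CPM, and highest in the first bin of P0 (1784 CPM) and P8b (1691 CPM) and in the fourth of P8a (1439 CPM). Its ratio of highest to lowest bin was 2.34, 1.61 and 1.90. Atoh1 was highest in the first bin of all 3 libraries, at 321, 179.9 and 279 CPM, and lowest in the last. Hey1 and Barhl1 were highest in the first bin of P0 and P8b and in the fourth bin of P8a, with Hey1 at 333, 492 and 287 CPM there. Tipin was highest in the second bin of all 3 libraries, at 301, 289 and 307 CPM, and lowest in the last bin. Cited1 was highest in the second bin of P0 and in the first of P8a, was at 110.5 and 111.0 CPM in the first and second bins of P8b, and was lowest in the last bin of each library. The order did not start among the most proliferating cells in every library, since Mki67 was highest in the first bin of P8a (516 CPM) but in the third bin of P0 (174 CPM, against 38.3 in the first) and P8b (267 CPM, against 43.3). Along the first principal component Mki67 was highest in the first bin of all 3 libraries, at 167, 437 and 223 CPM. The bins of the highest level depended on the ordering, since along the first principal component Naca was highest in the second bin of every library and Tipin in bins 1, 3 and 2 of P0, P8a and P8b.

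**Figure D2:**
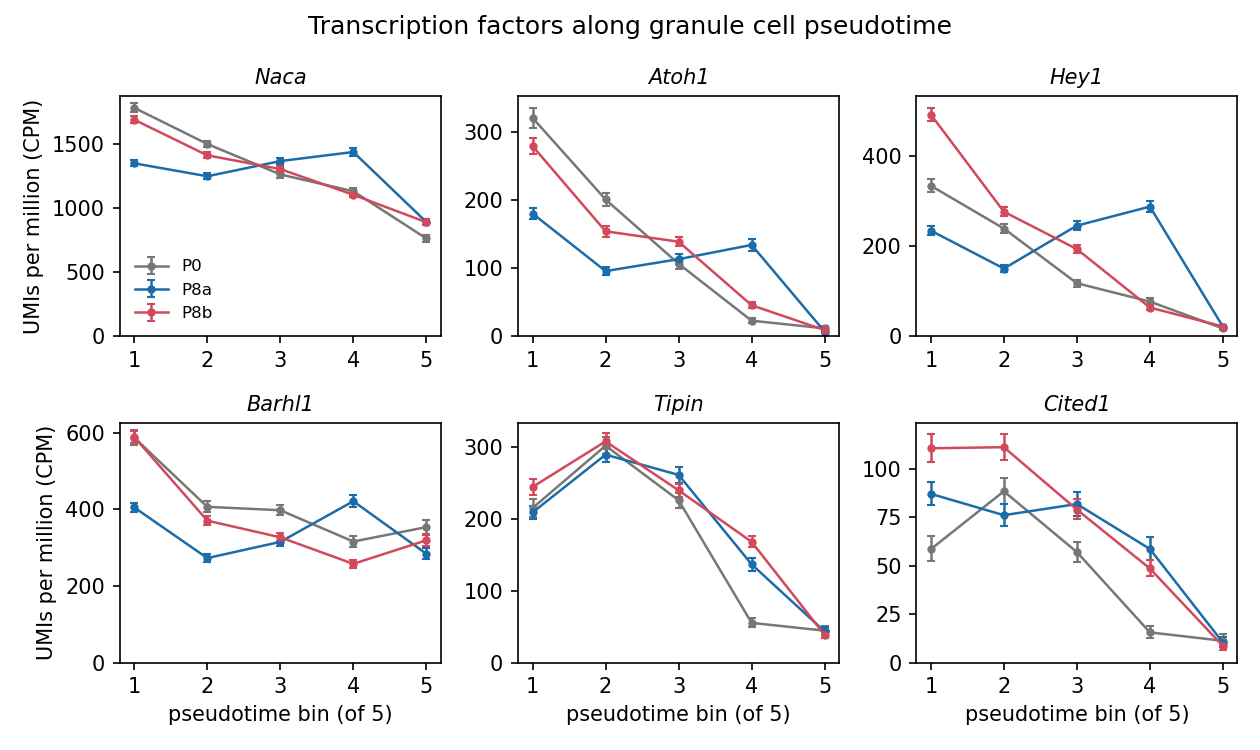
Level in CPM (vertical axis) of Naca, Atoh1, Hey1, Barhl1, Tipin and Cited1 in 5 bins of pseudotime (horizontal axis) for each library, with lines joining the bins. Bars are 95% exact Poisson intervals, which cover counting error only; Naca stays at 762 CPM or more in every bin, and Atoh1 falls to between 6.44 and 11.2 CPM in the last bin.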

We found that *Naca* showed persistent high-level expression in all stages, whereas differentiation-related genes, such as *Atoh1*, *Hey1*, *Barhl1* showed transient up-regulation in the intermediate stage, and proliferation-related genes, such as *Tipin* and *Cited*, exhibited gradual down-regulation (Figure 5F). These results demonstrate temporal and dynamic transcriptional program in the continuous process of GC trajectory.

**Figure 5:**
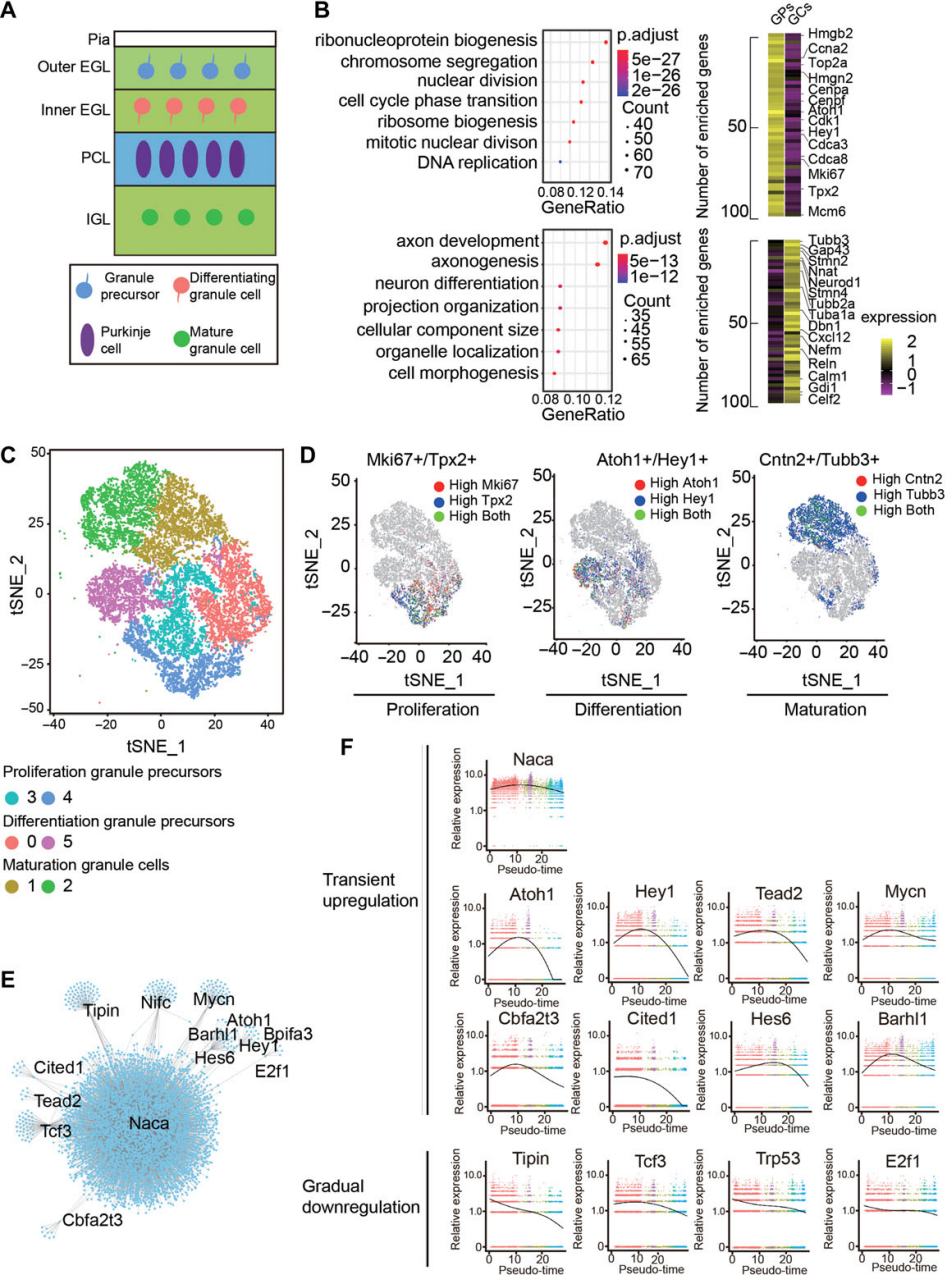
GC development and signaling pathways that regulate their maturation. (**A**) Schematic diagram representing the development of the GCs from proliferation, differentiation, to maturation. Pia, pial surface; EGL, external germinal layer; IGL, internal granular layer. (**B**) Differentially expressed genes between GPs and GCs and enriched biological processes for cells at each state. (**C**) t-SNE visualization of developing GCs at various states, ranging from proliferation, differentiation to maturation. (**D**) t-SNE visualization for the expression of proliferation-related genes *Mki67* and *Tpx2*, differentiation markers *Atoh1* and *Hey1*, and maturation-related markers *Cntn2* and *Tubb3*. (**E**) Transcription networks of the TFs regulating GC maturation. (**F**) Expression patterns of TFs related with GC development in pseudotime.

### Implications of interneuron development and glia functions

Cerebellum interneurons are a diverse population that varies widely in morphology, connectivity and patterns of activity. The basket/stellate cells in molecular layer and Golgi cells in granule layer are inhibitory interneurons derived from a common precursor population in the cerebellar white matter (Maricich and Herrup, 1999; Weisheit et al., 2006), whereas unipolar brush cells in granule layer are excitatory neurons derived from the rhombic lip (Englund et al., 2006). 

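Interneurons and their progenitors numbered 1914 cells, 475 of P0, 574 of P8a and 865 of P8b. Clustered on their own at the resolution used for the whole libraries, they formed 12 subclusters. Removing called doublets left 1805 cells in 9 subclusters. The number of subclusters follows from the resolution, which was not tuned to any number.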

As indicated in Figure 6A, a total of 2034 interneurons or their progenitors were subdivided into 5 clusters. Among them, Clusters 1 and 3 represent inhibitory interneuron progenitors in proliferation or intermediate state, characterized by the expression of cerebellar inhibitory interneuron lineage marker genes *Ptf1a* and *Ascl1* without or with the expression of proliferation genes *Mki67* and *Top2a* (Figure 6B). 

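Ptf1a was among the markers that named the interneurons, while Mki67 and Top2a had no part in clustering. A subcluster of 147 cells had 961 CPM of Ptf1a, with Mki67 at 10.7 CPM and Top2a at 32.0 CPM. Another, of 149 cells, had 351 CPM of Ptf1a together with 164 CPM of Mki67 and 516 CPM of Top2a. The next, of 165 cells, had 168 CPM of Ptf1a, 319.6 CPM of Mki67 and 775 CPM of Top2a. Mki67 and Top2a were also raised in a subcluster of 115 cells with Pax2 at 261 CPM, where they were at 234 and 722 CPM. The levels are over all 3 libraries together, so they carry no spread between animals.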

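Pax3, one of the markers that named the interneurons, was at 528 CPM in the subcluster of 147 cells with high Ptf1a and low Mki67. In the proliferating subcluster of 149 cells it was at 346 CPM, and in another one, with 508 CPM of Ptf1a, at 410.1 CPM. In the 3 subclusters with the highest Gad1 levels, Pax3 was at 60.6, 66.1 and 23.7 CPM.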

The expression of *Pax3* in these cells agrees with a recent report that showed localization of *Pax3*-positive inhibitory neural precursors in the cerebellar white matter (Rosenberg et al., 2018). 

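Gad1 and Gad2 had no part in clustering. The 3 subclusters with the most Gad1 had 426, 411 and 424 CPM of it. Gad2 was at 169, 61.8 and 108 CPM there.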

Clusters 0 and 2 represent differentiated inhibitory neurons, as reflected from the expression of *Gad1, Gad2*, and GABA transporter *Slc6a1* (Figure 6B and C). 

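A subcluster of 134 cells, 17 of P0, 40 of P8a and 77 of P8b, had the highest Atoh1 level of the interneurons, at 72.5 CPM, while no other subcluster was above 7.50 CPM. It had Reln at 102 CPM, Pax2 at 103 CPM and Slc32a1 at 106 CPM, and was led by Sfrp1, Mfap4 and Barhl1, which are GP markers. Its cells had a median of 12168.5 UMIs, and Scrublet called 73.9% of them doublets. With called doublets removed, no subcluster had more than 11.3 CPM of Atoh1. Per cell, 56 of 985 interneurons with a Pax2 UMI also had an Atoh1 UMI, or 5.69% (95% exact interval 4.32% to 7.32%). The share of cells with an Atoh1 UMI was 4.95% in interneurons without Pax2 (46 of 929) and 5.45% (3.26% to 8.48%) in microglia, which should lack it. Median depths were 11178 UMIs in the cells with both genes, 5346 in the other Pax2-positive cells and 9901 in microglia. With Atoh1 counted at 2000 UMIs per cell, a test added after seeing the data, the shares were 2.44% in Pax2-positive interneurons (24 of 984), 1.62% in the others (15 of 925) and 1.52% in microglia (5 of 330, interval 0.494% to 3.50%). The share in Pax2-positive interneurons thus lay within the interval of microglia in both counts.

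**Figure D3:**
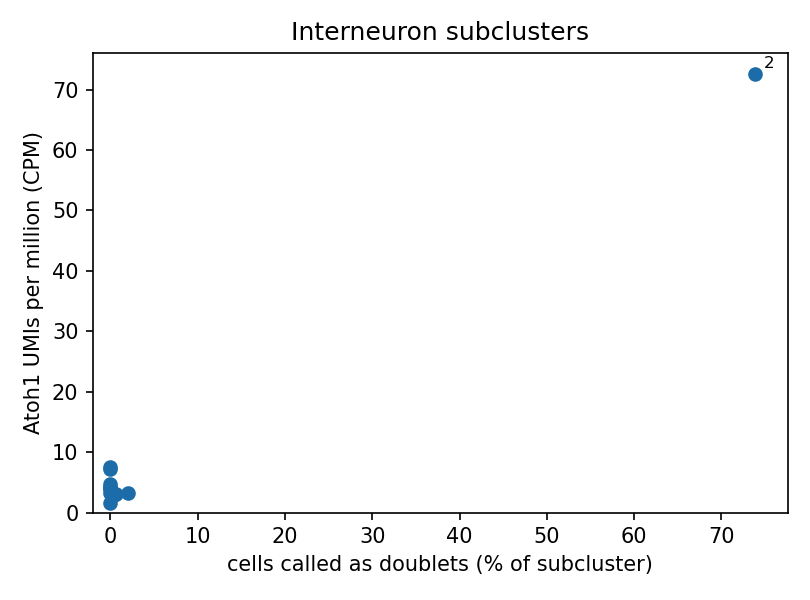
Atoh1 level in CPM (vertical axis) against the percent of cells called doublets (horizontal axis) in each interneuron subcluster. Each point is a subcluster over all 3 libraries; the subcluster with 72.5 CPM of Atoh1 is also the one with the highest share of called doublets, 73.9%.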

The expression of *Atoh1* and *Reelin* (*Reln*) in Cluster 4 suggested origin of this cell population from rhombic lip regions, and the expression of *Pax2* and *Slc32a1* defined this cluster as a lineage of inhibitory interneurons (Figure 6B). To further delineate gene regulatory network related with cerebellar interneuron differentiation, we extracted abundantly expressed TFs from Clusters 1 and 4, and analyzed co-expression network of those TFs, respectively. We found that *Erh* and *Hmgb3* are the candidate core TFs regulating the differentiation of Basket/Stellate/Golgi cells, and the distinct TF co-expression network in Cluster 4 suggests again a new subtype of inhibitory neuron linage derived from rhombic lip (Figure 6D).

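In the 1914 interneurons together, 28 transcription factors of the left part of Fig. 6D were taken as regulators of 1000 target genes. Erh had the highest random forest importance for 627 targets and Hmgb3 for 343. On raw UMI counts the order changed, with Hmgb3 leading for 508 targets and Erh for 473. With another seed Erh led for 643 and Hmgb3 for 331, and with cells thinned to the same depth for 587 and 410. Erh, at 1151 CPM, and Hmgb3, at 971 CPM, were found in 97.9% and 96.2% of the interneurons. With regulators simulated from level and depth alone, Erh led for 512 targets and Hmgb3 for 478. From its networks, the paper proposes Erh and Hmgb3 as candidate core transcription factors and Cluster 4 as a lineage derived from the rhombic lip. The network of Cluster 4, in the right part of Fig. 6D, was not examined here.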

**Figure 6:**
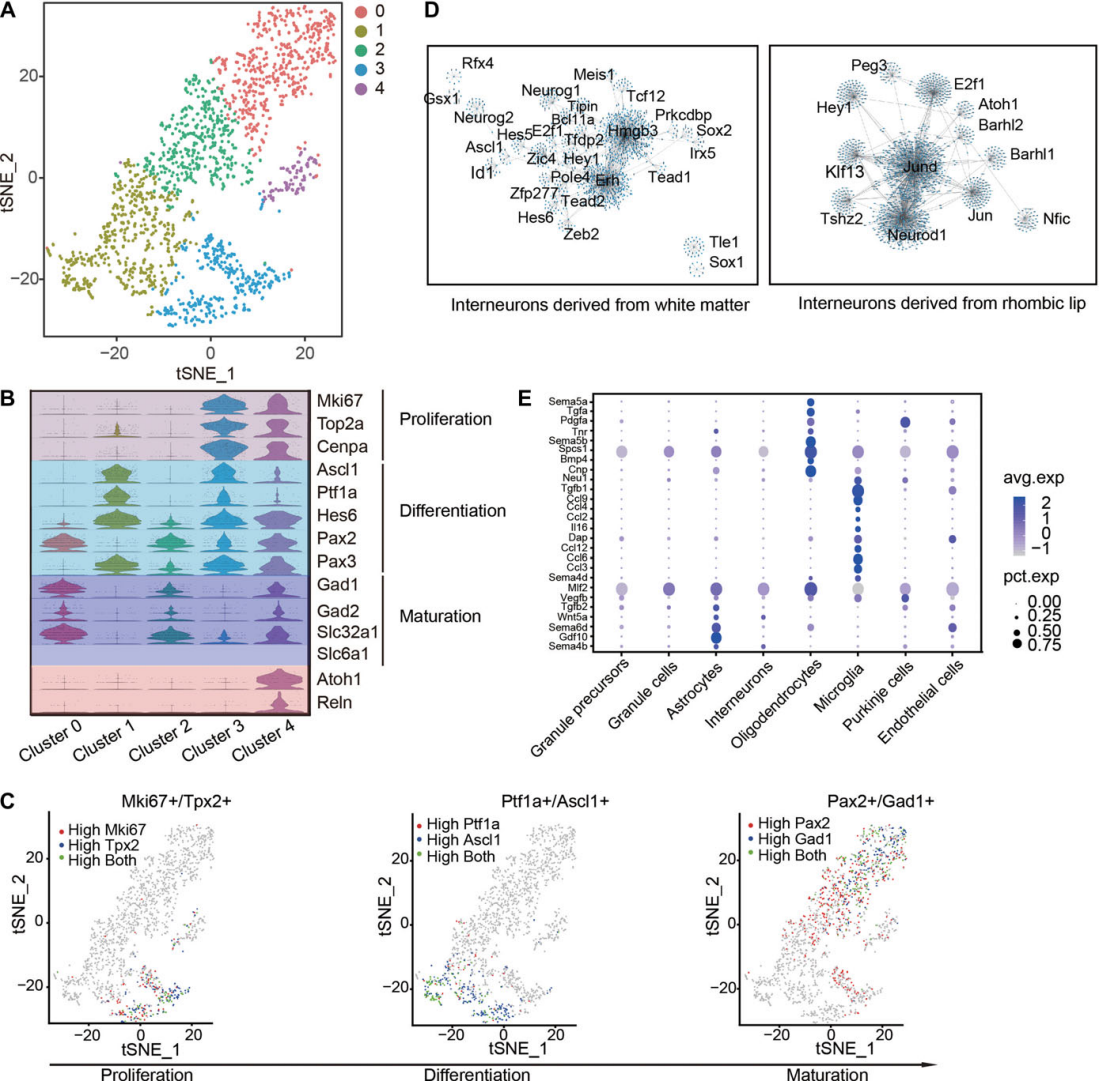
Transcriptional profiling of cerebellar interneurons and glia cells. (**A**) t-SNE map of interneuron linage cells. (**B**) Violin plots showing the expression patterns of genes associated with cell states and spatial origins. (**C**) t-SNE visualization of continous expression pattern of proliferation-related genes *Mki67* and *Tpx2*, differentiation-related genes *Ptf1a* and *Ascl1*, and maturation markers *Pax2* and *Gad1* during interneuron development. (**D**) Transcription networks of the TFs regulating differentiation of interneurons originated from cerebellar white matter (left) or rhombic lip (right). (**E**) Expression patterns of genes encoding secretory molecules in glia cells.

It is known that glia cells play important roles in neural development (Mount et al., 1995; Marın-Teva et al., 2004; Zuchero and Barres, 2015), e.g. guiding nerve growth or neuronal migration, through non-autonomous mechanisms. However, the expression pattern of genes encoding secretory proteins in the developing cerebellum is not clear. 

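The glia here were 2816 cells, 2023 astrocytes, 463 oligodendrocytes and 330 microglia. UMIs were summed per type and library, and each type was compared with the mean of the other pair. Of 11584 genes, 7117 passed an adjusted p of 0.05 for any of the types in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In astrocytes 2398 were higher and 1772 lower, in oligodendrocytes 1819 and 1818, and in microglia 2850 and 2939. The counts depended on the library left out, from 4424 genes for any type without P8b and 5153 without P8a to 7482 without P0. For astrocytes the calls without P8b were 1848 and without P8a 2471, for oligodendrocytes 1485 and 2151, and for microglia 3616 without P8b. The clustering mattered as well, with 6064 genes for any type at resolution 0.5 and 6173 with called doublets removed. In these settings P0 had 171 and 172 oligodendrocytes in place of 56. Calls were then 2879 and 3065 for astrocytes, and 2536 and 2667 for oligodendrocytes. Among called genes with at least 50 UMIs, the largest rises were those of Grm3, Casp12 and AI464131 in astrocytes, 9530059O14Rik, Bmp4 and Myrf in oligodendrocytes, and Siglech, Bin2 and Slc11a1 in microglia. Of these, Casp12 and Slc11a1 had no UMI in the other types, and against a floor of 3 counts over them were at least 47.6-fold and 558-fold higher. Bmp4 in oligodendrocytes was at 49.7 CPM in P0, 469 in P8a and 441 in P8b, Grm3 in astrocytes at 111, 81.9 and 52.9 CPM, and Bin2 in microglia at 257, 169.9 and 209.9 CPM. The largest drops were those of Evi2a, Cdk18 and C5ar1 in astrocytes, Hacd4, Gm26532 and Tmem37 in oligodendrocytes, and Mro, Cyp2j6 and Ncam2 in microglia. Apart from Evi2a, these had no UMI in the type where they dropped. The call of C5ar1 was lost without P8a (-5.72) or without called doublets, and that of Gm26532 without called doublets or at resolution 0.5. Without called doublets the cells were also clustered and named anew, so these losses need not come from the doublets. Simulated 4-fold changes were recovered for 193 of 200 genes.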

From a total of 2826 glia cells (2034 astrocytes, 455 oligodendrocytes, 337 microglia) in our dataset, we identified 233 DEGs among microglia, astrocytes, and oligodendrocytes. Among them, several genes encoding Semaphorin family proteins were enriched in glial cells, e.g. *Sema6d* in astrocytes, *Sema5a* and *5b* in oligodendrocytes (Figure 6E). 

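Sema6d (chromosome 2, 124089969 to 124667770) was at 157, 192 and 212 CPM in astrocytes of P0, P8a and P8b, and at 34.8, 72.1 and 79.2 CPM in oligodendrocytes. Its log2 fold change in astrocytes was 2.97 (standard error 0.22, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sema5a (chromosome 15, 32244810 to 32696341) was at 47.2, 124 and 105 CPM in oligodendrocytes and at most 5.09 CPM in the other types of any library, a log2 fold change of 5.41 (standard error 0.42, quasi-likelihood adjusted p = 5.0e-06). Sema5b (chromosome 16, 35541145 to 35664732) was at 62.1, 38.0 and 45.8 CPM in oligodendrocytes, but also at 45.6, 31.1 and 34.9 CPM in astrocytes. Its log2 fold change in oligodendrocytes of 3.14 (standard error 0.42, quasi-likelihood adjusted p = 1.6e-04) rests on microglia, which had 2.90 CPM in P0 and no UMI in P8a and P8b.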

A series of genes encoding chemokine ligands were expressed in microglia, suggesting their roles in cerebellar development (Figure 6E).

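Ccl3 (chromosome 11, 83647844 to 83649355) was at 671, 721 and 573 CPM in microglia of P0, P8a and P8b and at most 0.752 CPM in astrocytes and oligodendrocytes. Its log2 fold change in microglia was 10.88 (standard error 0.32, adjusted p = 5.0e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2, Ccl4, Ccl6, Ccl9, Ccl12 and Il16 had log2 fold changes between 8.59 (Ccl12) and 10.73 (Ccl9), and all passed the same test, higher in microglia of each library. Ccl4 was at 699, 435 and 308 CPM in microglia, Ccl9 at 154, 652 and 519, and Il16 at 69.6, 42.7 and 35.5 CPM. Between genes the level at P0 was not always the lowest, as it was the highest of the 3 libraries for Ccl4, Ccl12 and Il16 and the lowest for Ccl2, Ccl6 and Ccl9. From these chemokine ligands in microglia, the paper proposes roles for them in cerebellar development.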

## Discussion

Although mammalian cerebellum accounts for <10% of total brain mass and relatively few cell types, it contains more than half of neurons in the whole brain (Wang and Zoghbi, 2001; Lackey et al., 2018). Extensive efforts have been put to investigate development of the cerebellum, in particular factors that determine the generation, positioning, and differentiation of cerebellar neurons (Wechsler-Reya and Scott, 1999; Butts et al., 2014; Marzban et al., 2014). However, the dynamic gene expression networks that orchestrate cell fate trajectory and functions are not completely understood. Single-cell RNA sequencing provides a unprecedented angle for the discovery of new cell types, identifying specific marker genes for target cell types, understanding gene expression patterns specifying particular cell fate, and implicating molecular basis of cells to execute their functions (Pollen et al., 2015; Shin et al., 2015; Zeisel et al., 2015; La Manno et al., 2016; Marques et al., 2016). For instance, it has been widely used for the analysis of cell types in developing or adult cortex of various species, including mouse and human (Pollen et al., 2014; Zeisel et al., 2015; Telley et al., 2016; Nowakowski et al., 2017). In this study, we analyzed 21119 single cells from the cerebellum of postnatal mice. Different from most recent studies, which mainly validated cell types or provided a transcriptional atlas of the developing murine cerebellum (Carter et al., 2018; Rosenberg et al., 2018), our analysis focused on identifying molecules that are correlated with neuronal maturation and functions. Our analysis of ataxia-related genes implicates cell types that mediate abnormal processes in disease.

PCs are the most elaborate cell type in the whole brain with complex dendritic trees receiving around one hundred thousand synaptic inputs per cell (De Camilli et al., 1984). How is this particular morphology determined? Previous studies have shown the involvement of several factors in the morphogenesis of PCs, such as *Igf1*, *Rora*, *Itpr1*, *Foxp2*, and *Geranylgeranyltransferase I* (Fukudome et al., 2003; Boukhtouche et al., 2006; Wu et al., 2010; French et al., 2018). We identified 618 DEGs in PCs between P0 and P8 and found that most of them are involved in the mitochondria and ATPase pathways, suggesting roles of these biological processes in PC development and maturation. By analyzing DEGs among different cell clusters, we also identified novel genes specifically expressed in PCs, suggesting new markers of PCs. Because morphogenesis of murine PCs last several postnatal weeks (Berry and Bradley, 1976; Altman and Winfree, 1977), analysis for the gene expression profiles in later time points is necessary for more complete understanding of mechanisms underlying dendritic development, as well as synapse and circuitry formation.

Dysfunction of the cerebellar circuit causes abnormal behavioral outcomes, ranging from neurological to neuropsychiatric conditions, such as ataxia, tremor, and autism spectrum disorder (Lackey et al., 2018). A number of genes have been shown to be associated with cerebellum-associated diseases, but types of cells affected are mostly unclear. Here we analyzed the expression of 28 ataxia risk genes in each cerebellar cell type and the co-expression network of related genes. We found that around half of ataxia risk genes are associated with mitochondria pathway and, remarkably, specifically expressed in PCs. These results suggest cell types susceptible to mutations of disease risk genes. Functional validation of these genes in defined cell types using genetic approaches will further strengthen their functions in neuronal or circuitry development and provide deeper insights into cellular mechanisms of related diseases.

GCs in the cerebellum are the most numerous cell types in the brain. Their precursors are derived from upper rhombic lip at middle embryonic stage (E13.5 in mice), followed by continued proliferation after arriving at the EGL and sequential differentiation and migration at postnatal stages (Wang and Zoghbi, 2001). Thus, the cerebellum at P0 and P8 should contain GCs at all stages. Our scRNA-seq analysis indicates that this is indeed the case. We found continuous trajectory of GCs, ranging from proliferation, differentiation, to mature states. The expression dynamics of TFs in pseudo-time demonstrates a comprehensive genetic program governing state transitions. The expression of genes encoding neuronal cytoskeletal molecules in differentiated GCs suggests molecular mechanisms underlying morphological dynamics during migration.

We expect the results obtained from our dataset and analyses will expedite understanding of mechanisms of cerebellum development. The expression of disease-related genes in defined cell types will accelerate understanding of molecular and cellular mechanisms of cerebellar diseases.

## Materials and methods

### Animals

All animal usage and manipulations followed guidelines of Institutional Animal Care and Use Committees at the Institute of Neuroscience, Chinese Academy of Sciences. C57BL/6 J male mice at postnatal days 0 and 8 were used for single cell dissociation.

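Genes that differ by sex were examined in each library, since Xist is transcribed from the inactive X chromosome of female cells and Ddx3y, Eif2s3y, Kdm5d and Uty lie on the Y chromosome. Xist (X chromosome, 103460366 to 103483254) had a UMI in 98.6% of cells of P0 (95% exact interval 98.3% to 98.9%) and in 98.8% of P8a (98.5% to 99.1%), at 2221 and 1362 CPM. In P8b Xist was not listed, which leaves UMIs in fewer than 3 barcodes. At least 1 of the Y-linked genes had a UMI in 62.8% of cells of P8b (61.7% to 63.8%), with shares of 30.9% for Ddx3y, 38.1% for Eif2s3y, 7.76% for Kdm5d and 11.3% for Uty. None of the 4 genes was listed for P0 or P8a. Median depths were 5799 UMIs per cell in P0, 7941 in P8a and 6668 in P8b. With cells thinned to 2000 UMIs, Xist was found in 95.8% of cells of P0 and 89.5% of P8a, and a Y-linked gene in 26.1% of P8b.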

### Single-cell dissociation and 10x genomics chromium library construction

Dissection and cell dissociation were carried out as described previously (Wu et al., 2014). Briefly, entire cerebellum was separated from the whole brain using tweezers to remove the meninges. Then, the samples were sheared in 1×Hank’s balanced salt solution (HBSS) and digested for 15–20 min in 0.25% trypsin solution (Thermo Fisher Scientific). Dissociated cells were filtered through a 22-μm cell strainer (Millipore), pelleted by centrifugation at 300 g for 3 min, and re-suspended in a solution containing 0.04% BSA (Sigma) in 1× PBS (calcium and magnesium free) at a concentration of 2000–3000 cells/ml. Cell healthy state and numbers were measured by trypan blue staining. Dissociated cells in each sample were partitioned into nanoliter-scale Gel Bead-In-EMulsions (GEMs) in a limiting dilution to lower multiplet rate. Then, single-cell GEMs were incubated with reverse-transcription reagents, including several primers for cell and transcript barcoding in cDNA synthesis, followed by cDNA amplification and library construction. All procedures followed the guidelines provided by 10x Genomics, Inc.

### Single-cell RNA-seq data processing, filtering, and clustering

For RNA-seq data processing, we used the Cell Ranger software provided by 10x Genomics, which helps to convert 10x droplet data to matrices of expression counts. Briefly, the raw base call (BCL) files generated from the Illumina HiSeqX were demultiplexed into paired-end, gzip-compressed FASTQ files. Both pairs of FASTQ files were provided as input to ‘cellranger count’, and reads were aligned to mus musculus reference transcriptome (GenBank assembly accession: GCA_000001635.8). Both ‘cellranger mkfastq’ and ‘cellranger count’ were run with default command line options. Cells were first filtered to remove those that contained >6500 and <1000 genes detected. Genes that were detected in <6 cells were also removed. We next run canocical correlation analysis to indentify common sources of variation between samples and Multi-CCA to combine three objects to one object. Because we have begun to see drop-off in signal before CC15, we chose CC1–15 for subsequent analysis. The Seurat ‘FindClusters’ function was used to partition the cells into transcriptionally distinct clusters and present the graph clustering output on 2D map by t-SNE.

### Differentially expressed genes and GO analysis

The ‘FindAllMarkers’ function in Seurat was used to identify unique cluster-specific marker genes with threshold set as 0.25. The ‘roc’ test was used to evaluate ‘classification power’ for a certain gene (ranging from 0—random, to 1—perfect), and ‘avg.logFC’ represents fold change in the corresponding clusters. Violin plots, feature plot and heat maps were generated using Seurat. GO enrichment analysis was carried out by ‘ClusterProfiler’ in R software program.

### Developmental pseudotime analysis

The Monocle 2 package in R software program was used to determine the developmental pseudotime of GCs. Single-cell trajectories were constructed by DEGs based on the analysis of UMI reads data. Default settings were used for all other parameters. The regulation networks for the TFs were constructed by GENIE3 package and plotted by Cytoscape.

### Immunohistochemistry

C57BL/6 J male mice at P8 were perfused with 4% paraformaldehyde (PFA) in PBS and then the brains were dissected out and post-fixed in cold 4% PFA in PBS at 4°C overnight. The fixed brains were dehydrated in 30% sucrose in PBS at 4°C and cut into 30 μm cryosections collected on glass slides. Brain slices were washed in PBS for three times and permeated in antigen retrieval buffer for 5 min, followed by treatment with 0.3% (*v/v*) Triton X-100 in PBS for 25 min at room temperature (RT). Treated slices were incubated in a blocking solution (5% BSA in PBS) for 1 h, followed by incubation with primary antibodies at 4°C overnight, three washes with PBS, and then incubation with secondary antibodies. Primary antibodies used in immunohistochemistry include: rabbit anti-Itpka (Proteintech 14270-1-AP, 1:200); rabbit anti-Chchd10 (Proteintech 25671-1-AP, 1:200); rabbit anti-Adcy1 (Abcam ab69597, 1:250); rabbit anti-Csdc2 (Abcam ab221955, 1:500); rabbit anti-Cds1 (Novus Biologicals NBP1-33434, 1:100); and mouse anti-Calbindin (Sigma C9848, 1:1000). The fluorophore-conjugated secondary antibodies were from Life Technologies.

### In situ hybridization

Mice at P8 were perfused with RNase-inactivated PBS, followed by cold 4% PFA, and then the brains were post-fixed with 4% DEPC-treated PFA at 4°C overnight. The fixed brains were dehydrated in 20% sucrose (Sigma) in PBS at 4°C, then sectioned sagittally (30 μm thickness) with a cryostat (Leica, CM1950) and collected on superfrost plus microscope slides (Fisher Scientific). The probes complementary to target mouse mRNAs used for *in situ* hybridization (ISH) were cloned from mouse cDNAs into pGEMT plasmid using following primers: *CSDC2* forward 5′-GTGCTGCCCACTACAGGAGACAGT-3′; *CSDC2* reverse, 5′-TCAGAGGCCTGGCTTGTGAGAGGA-3′; *CHCHD10* forward, 5′-GTCTTGTGATGGGTCTCAGAGAACACAACC-3′; *CHCHD10* reverse 5′-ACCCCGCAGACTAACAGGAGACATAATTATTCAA-3′; *CDS1* forward 5′-ATGCTGGAGCTGCGGCAC-3′; *CDS1* reverse 5′-ATTACTCCCTCCCTCCATTCCTACAG-3′; *PTPRM* forward 5′-CAGCATCCTTTGCCAAACACCGTC-3′; *PTPRM* reverse 5′-GCCACCTCATAGCAGAACTTGTACTGATCC-3′; *AI593442* forward 5′-TCCATGCCTGCATCTGATATACAGCAAAGG-3′; *AI593442* reverse 5′-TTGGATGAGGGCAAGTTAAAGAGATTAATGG-3′. The anti-sense and sense strands were labeled by digoxin with DIG RNA Labeling Mix (Roche), followed by digestion of cDNA templates using DNase I. P8 mouse brain slices were incubated with synthesized anti-sense or sense RNA probes (1 μg/μl) at 70°C overnight, followed by incubation with alkaline phosphatase (AP)-labeled anti-digoxigenin Fab fragments (Roche, 1:2000) at 37°C for 16 h, followed by extensive washes. The sense and anti-sence probes were blindly used in ISH with all sense probes giving negative signal. Images were collected with Olympus VS120.

### Data availability

The raw data reported in this work were deposited to NCBI with the accession numbers GEO: GSE122357 or SRP165255.

## Supplementary Material

suppl Click here for additional data file.

## References

[mjy089C1] AdamsN.C., TomodaT., CooperM., et al. (2002). Mice that lack astrotactin have slowed neuronal migration. Development129, 965–972.1186147910.1242/dev.129.4.965

[mjy089C2] AltmanJ., and BayerS.A. (1997). Development of the Cerebellar System: In Relation to Its Evolution, Structure, and Functions (1st edn). Boca Raton, Florida: CRC Press.

[mjy089C3] AltmanJ., and WinfreeA.T. (1977). Postnatal development of the cerebellar cortex in the rat: V. Spatial organization of Purkinje cell perikarya. J. Comp. Neurol.171, 1–16.83066810.1002/cne.901710102

[mjy089C4] AshizawaT., OzG., and PaulsonH.L. (2018). Spinocerebellar ataxias: prospects and challenges for therapy development. Nat. Rev. Neurol.14, 590–605.3013152010.1038/s41582-018-0051-6PMC6469934

[mjy089C5] AzevedoF.A.C., CarvalhoL.R.B., GrinbergL.T., et al. (2009). Equal numbers of neuronal and nonneuronal cells make the human brain an isometrically scaled-up primate brain. J. Comp. Neurol.513, 532–541.1922651010.1002/cne.21974

[mjy089C6] BannwarthS., Ait-El-MkademS., ChaussenotA., et al. (2014). A mitochondrial origin for frontotemporal dementia and amyotrophic lateral sclerosis through CHCHD10 involvement. Brain137, 2329–2345.2493428910.1093/brain/awu138PMC4107737

[mjy089C7] BastianA.J. (2011). Moving, sensing and learning with cerebellar damage. Curr. Opin. Neurobiol.21, 596–601.2173367310.1016/j.conb.2011.06.007PMC3177958

[mjy089C8] BaumannO., BorraR.J., BowerJ.M., et al. (2015). Consensus paper: the role of the cerebellum in perceptual processes. Cerebellum14, 197–220.2547982110.1007/s12311-014-0627-7PMC4346664

[mjy089C9] Ben-ArieN., BellenH.J., ArmstrongD.L., et al. (1997). Math1 is essential for genesis of cerebellar granule neurons. Nature390, 169–172.936715310.1038/36579

[mjy089C10] BerryM., and BradleyP. (1976). The growth of the dendritic trees of Purkinje cells in irradiated agranular cerebellar cortex. Brain Res.116, 361–387.97478210.1016/0006-8993(76)90487-x

[mjy089C11] BlazeskiR., and MasonC.A. (1994). Cell-cell interactions influence survival and differentiation of purified Purkinje cells in vitro. Neuron12, 243–260.811045610.1016/0896-6273(94)90268-2

[mjy089C12] BoukhtoucheF., JanmaatS., VodjdaniG., et al. (2006). Retinoid-related orphan receptor α controls the early steps of Purkinje cell dendritic differentiation. J. Neurosci.26, 1531–1538.1645267610.1523/JNEUROSCI.4636-05.2006PMC6675487

[mjy089C13] BucknerR.L. (2013). The cerebellum and cognitive function: 25 years of insight from anatomy and neuroimaging. Neuron80, 807–815.2418302910.1016/j.neuron.2013.10.044

[mjy089C14] ButlerA., HoffmanP., SmibertP., et al. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol.36, 411–420.2960817910.1038/nbt.4096PMC6700744

[mjy089C15] ButtsT., GreenM.J., and WingateR.J. (2014). Development of the cerebellum: simple steps to make a ‘little brain’. Development141, 4031–4041.2533673410.1242/dev.106559

[mjy089C16] CaligioreD., PezzuloG., BaldassarreG., et al. (2017). Consensus paper: towards a systems-level view of cerebellar function: the interplay between cerebellum, basal ganglia, and cortex. Cerebellum16, 203–229.2687375410.1007/s12311-016-0763-3PMC5243918

[mjy089C17] CarterR.A., BihannicL., RosencranceC., et al. (2018). A single-cell transcriptional atlas of the developing murine cerebellum. Curr. Biol.28, 2910–2920.3022050110.1016/j.cub.2018.07.062

[mjy089C18] ChaussenotA., Le BerI., Ait-El-MkademS., et al. (2014). Screening of CHCHD10 in a French cohort confirms the involvement of this gene in frontotemporal dementia with amyotrophic lateral sclerosis patients. Neurobiol. Aging35, 1–4.2515509310.1016/j.neurobiolaging.2014.07.022

[mjy089C19] ChédotalA. (2010). Should I stay or should I go? Becoming a granule cell. Trends Neurosci.33, 163–172.2013867310.1016/j.tins.2010.01.004

[mjy089C20] De CamilliP., MillerP., LevittP., et al. (1984). Anatomy of cerebellar Purkinje cells in the rat determined by a specific immunohistochemical marker. Neuroscience11, 761–817.633060910.1016/0306-4522(84)90193-3

[mjy089C21] D’AngeloE., and CasaliS. (2012). Seeking a unified framework for cerebellar function and dysfunction: from circuit operations to cognition. Front. Neural. Circuits6, 1–23.2333588410.3389/fncir.2012.00116PMC3541516

[mjy089C22] EnglundC., KowalczykT., DazaR.A., et al. (2006). Unipolar brush cells of the cerebellum are produced in the rhombic lip and migrate through developing white matter. J. Neurosci.26, 9184–9195.1695707510.1523/JNEUROSCI.1610-06.2006PMC6674506

[mjy089C23] FlemingJ.T., HeW., HaoC., et al. (2013). The Purkinje neuron acts as a central regulator of spatially and functionally distinct cerebellar precursors. Dev. Cell27, 278–292.2422964310.1016/j.devcel.2013.10.008PMC3860749

[mjy089C24] FrenchC.A., Vinueza VelozM.F., ZhouK., et al. (2018). Differential effects of Foxp2 disruption in distinct motor circuits. Mol. Psychiatry10.1038/s41380-018-0199-x.PMC651488030108312

[mjy089C25] FujishimaK., Kawabata GalbraithK., and KengakuM. (2018). Dendritic self-avoidance and morphological development of cerebellar purkinje cells. Cerebellum17, 701–708.3027040810.1007/s12311-018-0984-8

[mjy089C26] FukudomeY., TabataT., MiyoshiT., et al. (2003). Insulin-like growth factor-I as a promoting factor for cerebellar Purkinje cell development. Eur. J. Neurosci.17, 2006–2016.1278696610.1046/j.1460-9568.2003.02640.x

[mjy089C27] GlicksteinM., StrataP., and VoogdJ. (2009). Cerebellum: history. Neuroscience162, 549–559.1927242610.1016/j.neuroscience.2009.02.054

[mjy089C28] GoldowitzD., and HamreK. (1998). The cells and molecules that make a cerebellum. Trends Neurosci.21, 375–382.973594510.1016/s0166-2236(98)01313-7

[mjy089C29] GuptaI., CollierP.G., HaaseB., et al. (2018). Single-cell isoform RNA sequencing characterizes isoforms in thousands of cerebellar cells. Nat. Biotechnol.36, 1197–1205.10.1038/nbt.425930320766

[mjy089C30] HamiltonB.A., FrankelW.N., KerrebrockA.W., et al. (1996). Disruption of the nuclear hormone receptor RORα in staggerer mice. Nature379, 736–739.860222110.1038/379736a0

[mjy089C31] HattenM.E., and HeintzN. (1995). Mechanisms of neural patterning and specification in the development cerebellum. Annu. Rev. Neurosci.18, 385–408.760506710.1146/annurev.ne.18.030195.002125

[mjy089C32] HoshinoM. (2006). Molecular machinery governing GABAergic neuron specification in the cerebellum. Cerebellum5, 193–198.1699775010.1080/14734220600589202

[mjy089C33] IrrthumA., WehenkelL., and GeurtsP. (2010). Inferring regulatory networks from expression data using tree-based methods. PLoS One5, 1–10.10.1371/journal.pone.0012776PMC294691020927193

[mjy089C34] KalinichenkoS., and OkhotinV. (2005). Unipolar brush cells–a new type of excitatory interneuron in the cerebellar cortex and cochlear nuclei of the brainstem. Neurosci. Behav. Physiol.35, 21–36.1573978510.1023/b:neab.0000049648.20702.ad

[mjy089C35] KapfhammerJ.P. (2004). Cellular and molecular control of dendritic growth and development of cerebellar Purkinje cells. Prog. Histochem. Cytochem.39, 131–182.1558076210.1016/j.proghi.2004.07.002

[mjy089C36] KomuroH., and YacubovaE. (2003). Recent advances in cerebellar granule cell migration. Cell. Mol. Life Sci.60, 1084–1098.1286137710.1007/s00018-003-2248-zPMC11138937

[mjy089C37] KoziolL.F., BuddingD., AndreasenN., et al. (2014). Consensus paper: the cerebellum’s role in movement and cognition. Cerebellum13, 151–177.2399663110.1007/s12311-013-0511-xPMC4089997

[mjy089C38] La MannoG., GyllborgD., CodeluppiS., et al. (2016). Molecular diversity of midbrain development in mouse, human, and stem cells. Cell167, 566–580.2771651010.1016/j.cell.2016.09.027PMC5055122

[mjy089C39] LackeyE.P., HeckD.H., and SillitoeR.V. (2018). Recent advances in understanding the mechanisms of cerebellar granule cell development and function and their contribution to behavior. F1000Res7, 1–12.10.12688/f1000research.15021.1PMC606975930109024

[mjy089C40] LangE.J., AppsR., BengtssonF., et al. (2017). The roles of the olivocerebellar pathway in motor learning and motor control. A consensus paper. Cerebellum16, 230–252.2719370210.1007/s12311-016-0787-8PMC5116294

[mjy089C41] MacoskoE.Z., BasuA., SatijaR., et al. (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell161, 1202–1214.2600048810.1016/j.cell.2015.05.002PMC4481139

[mjy089C42] MaricichS.M., and HerrupK. (1999). Pax-2 expression defines a subset of GABAergic interneurons and their precursors in the developing murine cerebellum. J. Neurobiol.41, 281–294.1051298410.1002/(sici)1097-4695(19991105)41:2<281::aid-neu10>3.0.co;2-5

[mjy089C43] MarquesS., ZeiselA., CodeluppiS., et al. (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. Science352, 1326–1329.2728419510.1126/science.aaf6463PMC5221728

[mjy089C44] MarzbanH., Del BigioM.R., AlizadehJ., et al. (2014). Cellular commitment in the developing cerebellum. Front. Cell. Neurosci.8, 1–26.2562853510.3389/fncel.2014.00450PMC4290586

[mjy089C45] Marın-TevaJ.L., DusartI., ColinC., et al. (2004). Microglia promote the death of developing Purkinje cells. Neuron41, 535–547.1498020310.1016/s0896-6273(04)00069-8

[mjy089C46] MiyataT., NakajimaK., MikoshibaK., et al. (1997). Regulation of Purkinje cell alignment by reelin as revealed with CR-50 antibody. J. Neurosci.17, 3599–3609.913338310.1523/JNEUROSCI.17-10-03599.1997PMC6573700

[mjy089C47] MountH., DeanD.O., AlberchJ., et al. (1995). Glial cell line-derived neurotrophic factor promotes the survival and morphologic differentiation of Purkinje cells. Proc. Natl Acad. Sci. USA92, 9092–9096.756807910.1073/pnas.92.20.9092PMC40930

[mjy089C48] NowakowskiT.J., BhaduriA., PollenA.A., et al. (2017). Spatiotemporal gene expression trajectories reveal developmental hierarchies of the human cortex. Science358, 1318–1323.2921757510.1126/science.aap8809PMC5991609

[mjy089C49] ParkC.Y., PierceS.A., von DrehleM., et al. (2010). skNAC, a Smyd1-interacting transcription factor, is involved in cardiac development and skeletal muscle growth and regeneration. Proc. Natl Acad. Sci. USA107, 20750–20755.2107167710.1073/pnas.1013493107PMC2996447

[mjy089C50] PaulsonH.L. (2009). The spinocerebellar ataxias. J. Neuroophthalmol.29, 227–237.1972694710.1097/WNO0b013e3181b416dePMC2739122

[mjy089C51] PollenA.A., NowakowskiT.J., ChenJ., et al. (2015). Molecular identity of human outer radial glia during cortical development. Cell163, 55–67.2640637110.1016/j.cell.2015.09.004PMC4583716

[mjy089C52] PollenA.A., NowakowskiT.J., ShugaJ., et al. (2014). Low-coverage single-cell mRNA sequencing reveals cellular heterogeneity and activated signaling pathways in developing cerebral cortex. Nat. Biotechnol.32, 1–9.2508664910.1038/nbt.2967PMC4191988

[mjy089C53] RakicP. (1971). Neuron-glia relationship during granule cell migration in developing cerebellar cortex. A Golgi and electronmicroscopic study in Macacus Rhesus. J. Comp. Neurol.141, 283–312.410134010.1002/cne.901410303

[mjy089C55] ReeberS.L., OtisT.S., and SillitoeR.V. (2013). New roles for the cerebellum in health and disease. Front. Syst. Neurosci.7, 1–11.2429419210.3389/fnsys.2013.00083PMC3827539

[mjy089C56] RezaiZ., and YoonC.H. (1972). Abnormal rate of granule cell migration in the cerebellum of ‘weaver’ mutant mice. Dev. Biol.29, 17–26.456145810.1016/0012-1606(72)90039-5

[mjy089C57] RiceD.S., and CurranT. (1999). Mutant mice with scrambled brains: understanding the signaling pathways that control cell positioning in the CNS. Genes Dev.13, 2758–2773.1055720510.1101/gad.13.21.2758

[mjy089C58] RosenbergA.B., RocoC.M., MuscatR.A., et al. (2018). Single-cell profiling of the developing mouse brain and spinal cord with split-pool barcoding. Science360, 176–182.2954551110.1126/science.aam8999PMC7643870

[mjy089C59] SakaguchiS., KatamineS., NishidaN., et al. (1996). Loss of cerebellar Purkinje cells in aged mice homozygous for a disrupted PrP gene. Nature380, 528–531.860677210.1038/380528a0

[mjy089C60] Sassoe-PognettoM., and PatriziA. (2017). The Purkinje cell as a model of synaptogenesis and synaptic specificity. Brain Res. Bull.129, 12–17.2772103010.1016/j.brainresbull.2016.10.004

[mjy089C61] SatijaR., FarrellJ.A., GennertD., et al. (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol.33, 495–502.2586792310.1038/nbt.3192PMC4430369

[mjy089C62] ShinJ., BergD.A., ZhuY., et al. (2015). Single-cell RNA-Seq with waterfall reveals molecular cascades underlying adult neurogenesis. Cell Stem Cell17, 1–13.2629957110.1016/j.stem.2015.07.013PMC8638014

[mjy089C63] SoteloC., and RossiF. (2013). Purkinje cell migration and differentiation In: MantoM., SchmahmannJ.D., RossiF., et al. (eds) Handbook of the Cerebellum and Cerebellar Disorders. Dordrecht: Springer, 147–178.

[mjy089C64] TaroniF., and DiDonatoS. (2004). Pathways to motor incoordination: the inherited ataxias. Nat. Rev. Neurosci.5, 641–655.1526389410.1038/nrn1474

[mjy089C65] TelleyL., GovindanS., PradosJ., et al. (2016). Sequential transcriptional waves direct the differentiation of newborn neurons in the mouse neocortex. Science351, 1443–1446.2694086810.1126/science.aad8361

[mjy089C66] TrapnellC., CacchiarelliD., GrimsbyJ., et al. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol.32, 381–386.2465864410.1038/nbt.2859PMC4122333

[mjy089C67] Van de LeemputJ., ChandranJ., KnightM.A., et al. (2007). Deletion at ITPR1 underlies ataxia in mice and spinocerebellar ataxia 15 in humans. PLoS Genet.3, 1076–1082.10.1371/journal.pgen.0030108PMC189204917590087

[mjy089C68] WalterJ.T., AlvinaK., WomackM.D., et al. (2006). Decreases in the precision of Purkinje cell pacemaking cause cerebellar dysfunction and ataxia. Nat. Neurosci.9, 389–397.1647439210.1038/nn1648

[mjy089C69] WangV.Y., and ZoghbiH.Y. (2001). Genetic regulation of cerebellar development. Nat. Rev. Neurosci.2, 484.1143337310.1038/35081558

[mjy089C70] Wechsler-ReyaR.J., and ScottM.P. (1999). Control of neuronal precursor proliferation in the cerebellum by Sonic Hedgehog. Neuron22, 103–114.1002729310.1016/s0896-6273(00)80682-0

[mjy089C71] WeisheitG., GliemM., EndlE., et al. (2006). Postnatal development of the murine cerebellar cortex: formation and early dispersal of basket, stellate and Golgi neurons. Eur. J. Neurosci.24, 466–478.1690385410.1111/j.1460-9568.2006.04915.x

[mjy089C72] WeyerA., and SchillingK. (2003). Developmental and cell type-specific expression of the neuronal marker NeuN in the murine cerebellum. J. Neurosci. Res.73, 400–409.1286807310.1002/jnr.10655

[mjy089C73] WuK.-Y., HeM., HouQ.-Q., et al. (2014). Semaphorin 3A activates the guanosine triphosphatase Rab5 to promote growth cone collapse and organize callosal axon projections. Sci. Signal.7, 1–13.10.1126/scisignal.2005334PMC465951125161316

[mjy089C74] WuK.Y., ZhouX.P., and LuoZ.G. (2010). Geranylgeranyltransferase I is essential for dendritic development of cerebellar Purkinje cells. Mol. Brain3, 1–12.2054074010.1186/1756-6606-3-18PMC2902468

[mjy089C75] ZeiselA., Muñoz-ManchadoA.B., CodeluppiS., et al. (2015). Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science347, 1138–1142.2570017410.1126/science.aaa1934

[mjy089C76] ZilionisR., NainysJ., VeresA., et al. (2017). Single-cell barcoding and sequencing using droplet microfluidics. Nat. Protoc.12, 44–73.2792952310.1038/nprot.2016.154

[mjy089C77] ZucheroJ.B., and BarresB.A. (2015). Glia in mammalian development and disease. Development142, 3805–3809.2657720310.1242/dev.129304PMC4712885

How the deposited data were processed for this re-analysis (not part of the article)

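The data are single-cell RNA sequencing of dissociated mouse cerebellum, 1 library of P0 and 2 of P8 (P8a and P8b). The count values are raw UMI counts per gene and cell barcode, as deposited by the authors, who made them with Cell Ranger at default options from reads aligned to the mouse reference genome, without normalization. The values were checked to be whole numbers, and every gene listed for a library had UMIs in at least 3 of its barcodes. The P0 library held 7468 barcodes, P8a 6088 and P8b 8168. Gene positions were taken from GENCODE vM21 on GRCm38, which holds 1 gene of the same name for 17413 of the 18097 listed genes.

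Cells with 1000 to 6500 genes and genes with UMIs in at least 6 cells were kept. Counts were scaled to 10000 UMIs per cell and log-transformed, and cells of each library were clustered with scanpy 1.11.5 (2000 highly variable genes, 15 principal components, 30 neighbours, Leiden algorithm in igraph 0.11.9 at resolution 1, seed 1). Genes named by the paper were left out of the variable genes, except the markers that name clusters. A cluster took the name of the class, out of 14, with the highest mean log2 fold over its markers, if at least 3 of them were raised 2-fold and found in at least 10% of its cells. Its 10 leading genes could then remove the name where they held more markers of another class. Classes outside the granule lineage were named first, against all other cells of the library, and the remaining clusters were then compared with the cells already named. Haemoglobin genes counted for a name only together with Alas2, so a P0 cluster led by haemoglobin genes was kept as granule cells. Clusters with granule cell markers and raised cell cycle genes were left open. The marker lists were fixed in advance, but these rules of naming were set with the data in hand. Cells named from markers may include other cells, and Bergmann glia were not told apart from other astrocytes. The Multi-CCA alignment, Monocle 2 and GENIE3 named in the paper's methods were not used here. Clustering per library, diffusion pseudotime in scanpy and random forests in scikit-learn 1.9.0 stood in for them.

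UMIs were summed per cell type and library, for types with at least 20 cells in a library. The sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test) and p-values were adjusted by Benjamini and Hochberg over all genes tested, with 0.05 as the threshold. Comparisons were Purkinje cells of P8 against P0 (2 libraries against 1), Purkinje cells against all other cells of P8 (2 against 2), granule precursors against granule cells (3 against 3) and each of the 3 glial types against the mean of the others. Sums of the cell types of a library come from the same animals, so a fit with library as a block was also made. With the comparison removed, values of both groups of a library correlated across genes with r of 0.407 to 0.658 for granule precursors and granule cells, and 0.144 to 0.275 for the glial types. Standard errors are the log2 fold change divided by the root of the F value. CPM values beside these tests are scaled by TMM, and other CPM values are not. Gene lists were tested with camera (correlation 0.01) and fry of limma 3.58.1, and against 10000 random lists drawn from 20 bins of expression level. Lists for oxidative phosphorylation, transport ATPases, the cell cycle and axons were written by hand and stood in for gene ontology annotation, which was not used here.

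The random forests had 100 trees and used up to 2000 cells and 1000 target genes with UMIs in at least 10% of cells. Each regulator was also simulated from its level and the depth of the cells alone, and a simulated driver was recovered for 100 of 100 targets. Pseudotime used 10 diffusion components and started at the end of the first component away from the axon genes. Depth was a median of 5799 UMIs per cell in P0, 7941 in P8a and 6668 in P8b, so a gene absent from a cell may have been missed. Shares of cells with a UMI were therefore also taken after thinning each cell to 2000 UMIs, which left out 70 cells of P0. Intervals are 95% exact binomial or Poisson intervals and cover counting error only. On simulated counts with a 4-fold change in 200 genes, the tests recovered 66 genes for Purkinje cells of P8 against P0, 149 for Purkinje cells against other cells, 176 for granule precursors against granule cells and 193 for glia. The calls on unchanged genes in these simulations numbered 0, 4, 11 and 14.

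Alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, library as a block, leaving out each library, other clusterings (all variable genes, resolutions of 0.5 and 2, called doublets removed, all libraries together), equal numbers of cells (76 Purkinje cells per library) and equal weight for each cell type. Doublets were called with Scrublet in scanpy. Other alternatives were raw UMI counts, another seed and thinned cells for the random forests, and 10 bins or the first principal component for pseudotime. These alternatives, the comparisons and the clustering settings were fixed before the data were examined. Added after seeing the data were cycling clusters kept as granule cells, linear means for the correlation, the change in Purkinje cells minus that in the other types, the change of each type without each P8 library, and Atoh1 counted at 2000 UMIs per cell. The genes named are those the paper names and, for each test over all genes, the 3 called genes with at least 50 UMIs and the largest log2 fold change in each direction. Numbers were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. In situ hybridization, immunostaining and the other experiments of the paper were not analysed here. Results for a few genes that the paper names are not reported here.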

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

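The tests of explanations for the split of sex-linked genes, on 1 of the P8 libraries and on the change in Purkinje cells minus the change in the other types were chosen only after the result was seen.

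Sex-linked genes, which the paper does not report on as such, split the libraries. Xist had a UMI in 98.6% of P0 cells and was not listed in P8b, where 62.8% of cells had a UMI of a Y-linked gene, and none of these genes was listed for P0 or P8a. P8a went with P0, as 98.8% of its cells had Xist, so the split is not one of age. Animals of both sexes in P0 or in P8a are argued against, because 98.6% of the cells had Xist in the lower of these libraries, and male animals would have left their cells without it. In P8b they are argued against by the listing, as UMIs of Xist in 0.0368% of its cells would have put it in the table. Free RNA or a few contaminating cells are argued against by the lowest share of cells with Xist in any type of P0 or P8a, 86.5%, and a difference in depth by the 89.5% that remained in the lower of these libraries at 2000 UMIs per cell. The values are what female animals in P0 and P8a and a male animal in P8b would give. That is a hypothesis from the same data, and the paper's methods give male mice. A mislabelled sample cannot be told apart from it, since there was only 1 P0 library and no second record of the animals to compare with. In Purkinje cells the comparison of P8 with P0 mixes age with this split. Xist in them was at 2409 CPM in P0, 928 in P8a and 0 in P8b.

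With both P8 libraries, the change of the oxidative phosphorylation genes between P0 and P8 was larger in Purkinje cells than in the other types. The median of the Purkinje change minus that of the other types was 0.39 on the log2 scale (73 of 79 genes higher). For this difference camera with its preset correlation gave p = 4.9e-13, but fry, which uses the spread between libraries, gave p = 0.105. A trend with the level of expression is argued against, as the median of the list in Purkinje cells lay at percentile 100 of random lists matched on level. A part carried by 1 of the P8 libraries fits, since without P8a the median in Purkinje cells dropped to 0.24, within the range of 0.13 to 0.29 that the other types had without P8a, and the median of the Purkinje change minus that of the other types dropped to 5.9e-04 (40 of 79 genes higher). Without P8b that median was 0.63 (78 of 79 genes higher). RNA of other cell types in the Purkinje cells of P0 stays open too, because granule lineage markers had a median change of -1.60 in these cells and could have diluted their own transcripts at P0. Age remains a candidate explanation that a single P0 library leaves untested.

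A cluster of 348 P0 cells was led by unipolar brush cell markers, a type that the paper's clusters do not hold. Its size depended on the clustering, from 346 cells at resolution 0.5 to 1327 with all libraries clustered together. The tables argue against doublets, as 1.15% of the cells were called doublets, against 1.99% of all P0 cells. They also argue against free RNA, since 88.8% of the cells had an Eomes UMI, against 16.5% of the other P0 cells, at median depths of 4346 and 5909.5 UMIs. A property of the only P0 library cannot be told apart from a difference with age, because the highest share of cells with UMIs of 3 of the 5 markers at P8 was 0.166%.

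Clusters led by meningeal fibroblast markers held 127 cells at P8, a type outside the 12 clusters of the paper. No test of a technical explanation was made for them, and no biological explanation was tested.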

How the results depend on the processing

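The linear means, the cycling clusters kept as granule cells, the change in Purkinje cells minus that in the other types, the change of each type without each P8 library and Atoh1 counted at 2000 UMIs per cell were tests chosen only after the result was seen. Over 34 results and their alternatives, 179 values were labelled the same, 27 moved, 3 lost their call and 0 were labelled reversed. A count was labelled the same within 1.5 times of the main count, and a share within the spread of the P8 pair. Counts and shares had no label for a reversal, so the 0 labelled reversed says nothing of them. The order of Erh and Hmgb3 did reverse on raw UMI counts, a change of rank that is not among those labelled so. For 91 named genes, 1061 values kept their call, 20 lost it, 9 gained it and 0 reversed.

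The correlation of the P8 libraries was 0.990 with an offset for zeros, 0.990 for genes with a mean of at least 0.01, 0.993 as Spearman's rho and 0.988 on linear means. The share of P8b cells among the neighbours of P8a cells was 1.21 times the share by number with 15 neighbours and 1.26 times with genes scaled within each library. With called doublets removed, the granule lineage share at P8 was 77.3%, and 3.03% of Pax2-positive interneurons had an Atoh1 UMI. With doublets kept the share was 1.84% with at least 2 UMIs of each gene and 2.44% with Atoh1 counted at 2000 UMIs per cell, and it was 1.63% with that count and doublets removed. Thinned to 2000 UMIs, 95.8% of P0 cells and 89.5% of P8a cells had Xist, and 26.1% of P8b cells had a Y-linked gene.

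DESeq2 called 146 genes between Purkinje cells of P8 and P0 in place of 751. Between granule precursors and granule cells, the count was 2364 without P8b and 6767 without P0, and 4133 with the cycling clusters kept as granule cells. For any glial type it was 4424 without P8b and 7482 without P0. Without P8b and without P0 the counts were 1848 and 4536 for astrocytes, 1485 and 3964 for oligodendrocytes, and 3616 and 5847 for microglia. With library as a block, which pairs the cell types of a library, the counts were 9304 for Purkinje cells against other cells, 8377 for granule precursors and 7847 for glia, each within 1.5 times the unpaired count.

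The median change of the oxidative phosphorylation genes in Purkinje cells was 0.24 without P8a and 0.81 without P8b, and the list did not pass under fry (p = 0.463, from its estimated correlation between genes). All 7 cell types compared kept a median above 0 without either P8 library. The Purkinje change minus that of the other types had a median of 0.39, which was 5.9e-04 without P8a and 0.63 without P8b. The ATPase list had medians of 0.29 and 0.53 and did not pass under fry either (p = 0.314, with the correlation estimated likewise). The ATPase change minus that in the other types was 0.23 and did not pass under camera. On raw UMI counts Hmgb3 led for 508 targets and Erh for 473, the reverse of their order on normalized values. Purkinje cells of P8 against P0, and against other cells at P8, could be computed without a P8 library only as fold changes with no test, because no replicate remains.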

Differences from the paper's values

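The comparison of Mki67 with the order of cells was chosen only after the result was seen. The paper's counts of differentially expressed genes took cells as replicates, and those here took libraries. Its methods also name a threshold for marker genes and a test of classification power. Here a fold change of any size and direction counted if its adjusted p was under 0.05. The counts are therefore unlike measures, and their differences do not tell which is right.

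The paper gives a mean of 58994 UMIs per cell, and the counts here gave 7598. The alternative without limits on gene number, set before the data were examined, gave 7670 and still differs. The files hold no read counts, so whether the paper's value counts reads in place of UMIs was not tested. The median genes per cell did not differ. For Purkinje cells against other cells at P8 the paper gives 815 genes, and 9113 were called here. All alternatives differ, from 8347 with equal weight for each cell type to 9304 with library as a block. For the glial types the paper gives 233 genes, against 7117 here, and all alternatives differ, from 4424 without P8b to 8175 without a filter. The paper's Dataset S3 holds 0 genes lower in Purkinje cells at P8, and 310 were called lower here. All alternatives differ, from 41 with DESeq2 to 408 with RLE scaling.

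The paper gives 5 interneuron subclusters, where 12 were found here and 9 with called doublets removed, which still differs. The P0 astrocyte share is about 4% in Fig. 1H, read by eye, and 16.2% here, and the alternatives gave 14.0% to 16.4%, all different. The cell numbers of the paper's Dataset S2 give 16.9%. For granule precursors and granule cells of P0 they give 73.7%, where the share was 62.1% here and 55.3% to 56.7% under the other clusterings. Outside the granule lineage, 348 P0 cells were named unipolar brush cells here and 483 were left without a name. Dataset S2 gives 15 endothelial cells in P0, 8 in P8a and 18 in P8b, where 0, 70 and 71 cells were named here. With all libraries clustered together the numbers were 9, 70 and 56, and no alternative comes within 1.5 times of the paper's in any library. A P0 cluster of 29 cells named mural was led by Cldn5, an endothelial gene, besides Rgs5.

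The paper states that the mice were male, whereas 98.6% of P0 cells and 98.8% of P8a cells had Xist. The paper states that UMIs and genes per cell were similar across cell types, whereas the highest median of UMIs was 1.70 times the lowest in P0, 2.71 times in P8a and 3.35 times in P8b.

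The paper places Tubb4a with Eef2 at the centre of the ataxia network, whereas Tubb4a led for 1 of the 1000 targets and Eef2 for 979. Only the leading regulator of each target was counted here, while the paper's network is one of links between genes. With Eef2 in the lead for most targets, the tally cannot decide on the links of Tubb4a. On raw UMI counts Tubb4a led for 12. The paper places the rise of Atoh1, Hey1 and Barhl1 in the middle of pseudotime, whereas Atoh1 was highest in the first bin of each library, and Hey1 and Barhl1 in the first bin of P0 and P8b. In P8a these 2 genes were highest in the fourth bin, Barhl1 there within counting error of the first, and along the first principal component they were highest in the second bin of P0. In pseudotime Mki67 was highest in the first bin of P8a, at 516 CPM, but in the third bin of P0 and P8b, at 174 and 267 CPM against 38.3 and 43.3 in the first. Along the first principal component it was highest in the first bin of all 3 libraries, at 167, 437 and 223 CPM. Pseudotime in P0 and P8b thus did not start at the most proliferating cells. Its bins there cannot decide on the paper's placement of Atoh1, Hey1, Barhl1, Tipin or Cited1. Along the first principal component Atoh1 was highest in the first bin of each library, and Hey1 and Barhl1 in that of P8a and P8b. The paper describes a gradual fall of Tipin and Cited1, whereas Tipin was highest in the second bin of each library and Cited1 in the second bin of P0. Along the first principal component Tipin fell at every step in P0, and Cited1 in each library. The paper describes a Cluster 4 of interneurons with Atoh1, whereas the subcluster with the most Atoh1 here had 73.9% of its cells called doublets and was not found once these were removed.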

Other observations

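The tests on haemoglobin, on the lead of Eef2, Naca and Erh, on Atoh1 at 2000 UMIs per cell and on doublets at P0 were chosen only after the result was seen.

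Purkinje cells had the highest mitochondrial share in each library and under each clustering. Damaged cells, which would be shallow, are argued against as the whole cause, since the deeper Purkinje cells still had a median of at least 8.74% in each library, above the highest median of any other type in that library. The share fell with depth, so damage may raise it in the shallower cells, whose medians were 23.7% in P0, 24.5% in P8a and 14.2% in P8b. The share of transcripts does not count mitochondria, and no test separates their number from transcription per mitochondrion.

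Haemoglobin genes were lower in Purkinje cells at P8 than at P0. RNA from red blood cells or their doublets fits as the source, since 94.9% of the haemoglobin UMIs in Purkinje cells of P0 lay in 3 cells. The drop may therefore say nothing of Purkinje cells, and no biological explanation was tested.

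The lead of a few abundant genes among the random forest regulators could come from expression level and depth alone. With regulators simulated from level and depth, Eef2 led for 998 of the 1000 targets, Naca for 924 and Erh for 512, against 979, 958 and 627 with the real values. Across all regulators, the real and simulated tallies correlated with Spearman's rho of 0.24 for the ataxia genes, 0.60 for the granule factors and 0.36 for the interneuron factors. These values decide nothing, because a single gene led for most targets and many regulators led for none (21 of 28 ataxia genes), and real values thinned to 2000 UMIs reached only 0.42 with the main tally of the ataxia genes. Level and depth thus stay open for the order of the other regulators. The first places of these tallies are thus no evidence of regulation, and regulation was not tested otherwise.

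Of the Pax2-positive interneurons, 5.69% had an Atoh1 UMI. Doublets of an interneuron and a granule precursor fit as a source over all libraries, since the cells with both genes had a median depth 2.09 times that of the other Pax2-positive cells and 41.1% of them were called doublets, against 3.66%. In P0 alone the ratio was 1.28 and 1 of 13 such cells was called, so doublets stay open there, and with called doublets removed 5.29% of the Pax2-positive interneurons of P0 still had Atoh1, against 1.23% of the others. Free Atoh1 RNA stays open, because the share of 5.69% lay between the 5.45% of microglia and the upper end of their interval, 8.48%, as did the 2.44% at 2000 UMIs per cell, between 1.52% and 3.50%. Both sources may contribute, and a small number of cells with true expression of both genes is not excluded.

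Between granule precursors and granule cells, 1 of the 10 ways to split the 6 sums gave as many called genes, the real one, and the others called 0 genes. Chance cannot be excluded by that count, as 10 splits are too few. Between the glial types it was 1 of 100 splits, the real one, with at most 4630 genes in another. That count cannot decide on chance either, because the types were clustered and named from the same counts.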
